# Modulation of Apoptosis Controls Inhibitory Interneuron Number in the Cortex

**DOI:** 10.1016/j.celrep.2018.01.064

**Published:** 2018-02-13

**Authors:** Myrto Denaxa, Guilherme Neves, Adam Rabinowitz, Sarah Kemlo, Petros Liodis, Juan Burrone, Vassilis Pachnis

**Keywords:** cortical interneurons, Lhx6, interneuron cell death, interneuron transplantations, DREADS, homeostatic plasticity, interneuron development, activity-dependent plasticity

## Abstract

Cortical networks are composed of excitatory projection neurons and inhibitory interneurons. Finding the right balance between the two is important for controlling overall cortical excitation and network dynamics. However, it is unclear how the correct number of cortical interneurons (CIs) is established in the mammalian forebrain. CIs are generated in excess from basal forebrain progenitors, and their final numbers are adjusted via an intrinsically determined program of apoptosis that takes place during an early postnatal window. Here, we provide evidence that the extent of CI apoptosis during this critical period is plastic and cell-type specific and can be reduced in a cell-autonomous manner by acute increases in neuronal activity. We propose that the physiological state of the emerging neural network controls the activity levels of local CIs to modulate their numbers in a homeostatic manner.

## Highlights

• *Lhx6* is required for survival of CIs generated in the MGE
• MGE-derived CI loss is compensated for by a decrease in CGE-derived interneuron apoptosis
• Increases in cortical network activity are correlated with improved CI survival
• Transient, cell-autonomous depolarization improves the survival of grafted CIs

## Introduction

The balance between excitation and inhibition (E-I balance) is essential for the generation of optimal neural circuit activity and brain function. Cortical interneurons (CIs) represent the main source of γ-amino butyric acid (GABA)-mediated inhibition for excitatory projection neurons (PNs) in the pallium, and changes in the number or activity of CIs have been associated with neurodevelopmental and neuropsychiatric disorders such as epilepsy, schizophrenia, and autism spectrum disorders (Marín, 2012, Rubenstein and Merzenich, 2003). In contrast to cortical PNs, which are generated in the germinal zones of the dorsal telencephalon, CIs originate from progenitors in the subpallium (medial ganglionic eminence [MGE], caudal ganglionic eminence [CGE], and preoptic area [POA]) and, following stereotypic migration routes, reach the dorsal telencephalon, where they integrate into local circuits (Bartolini et al., 2013, Marín and Rubenstein, 2001, Wonders and Anderson, 2006). The disparate origin of PNs and CIs raises questions regarding the mechanisms that co-ordinate the size of these functionally interdependent neuronal populations of the cortex. A recent report has shown that CIs are generated in excess from basal forebrain progenitors and that BAX-dependent developmental cell death occurring over a critical postnatal period adjusts the final number of inhibitory neurons (Southwell et al., 2012). However, it is unclear whether postnatal apoptosis of CIs is controlled by an invariable cell-intrinsic program or can be modulated by the cellular composition and physiological state of the postnatal brain. We sought to address this question using genetic fate mapping to assess the survival of different CI populations in mutant mice characterized by reproducible changes in the cortical microenvironment.

Systematic gene expression analysis, genetic cell lineage tracing, and phenotypic characterization of mouse mutants have demonstrated that CI subtypes are specified by region-specific transcriptional programs operating within progenitor domains of the subpallium (Fishell and Rudy, 2011). *Lhx6* encodes a LIM homeodomain transcription factor that is specifically expressed by MGE-derived precursors and their derivative CIs expressing somatostatin (Sst) and parvalbumin (Pv). Consistent with its expression pattern, *Lhx6* mutations are characterized by a severe reduction in the number of Sst^+^ and Pv^+^ CIs but a normal complement of GABA-producing cells (Liodis et al., 2007, Zhao et al., 2008). These cellular phenotypes are associated with reduced inhibitory synaptic input on PNs, brain hyperactivity, and epilepsy-like phenotypes in postnatal animals (Neves et al., 2013). Here, we have combined phenotypic analysis of null and cell lineage-specific mutants, genetic lineage tracing, cell transplantation, and chemogenetic activation to query the specific responses of CI sub-lineages following the deletion of *Lhx6* activity. We find that *Lhx6* is required to maintain the normal complement of MGE-derived CIs and that reduction of this subpopulation in *Lhx6* mutants results in a surprising increase in the number of *Lhx6*-independent CGE-derived CIs and re-balancing of CI networks. The compensatory increase of CGE-derived CIs is due to a reduction in apoptosis that can be modulated cell-autonomously by neuronal excitability during a critical postnatal period. Our results provide fundamental insight into the mechanisms that match the size of CI populations to the physiological requirements of cortical circuits and pave the way for better understanding the effect of neuronal activity on cell transplantation-based therapies.

## Results

### Loss of MGE CIs Results in a Compensatory Increase in the Number of CGE CIs

Using general (*Gad1*) and subtype-specific (Pv and Sst) markers for cortical inhibitory neurons, we and others have reported that mice homozygous for null mutations of *Lhx6* have a reduced number of MGE-derived Sst^+^ and Pv^+^ CI subpopulations but that the total number of GABAergic neurons in the neocortex and hippocampus remains unchanged (Liodis et al., 2007, Zhao et al., 2008). We reasoned that this could result from two different scenarios: either *Lhx6* activity is necessary for the expression of late differentiation MGE markers, or *Lhx6* is required for the survival of MGE-derived CIs, and a compensatory increase of non-MGE-derived CIs in mutants maintains the total number of CIs. To unequivocally distinguish between these two possibilities, we combined gene targeting with genetic fate mapping. Generation of a novel conditional allele of *Lhx6* (*Lhx6*^*fl*^) in the mouse (Supplemental Experimental Procedures; Figures S1A and S1B) and introduction into the *Lhx6*^*fl/−*^ genetic background of the Cre-dependent fluorescent reporter *Rosa26-tdTomato* (tdT, Ai14; Madisen et al., 2010) allowed us to use Cre drivers for cell-type-specific *Lhx6* ablation and simultaneous fate mapping of the mutant lineages. To validate the novel *Lhx6*^*fl*^ allele, we first used *VgatCre* (Vong et al., 2011) to delete *Lhx6* from all CI precursors. Consistent with the phenotype of *Lhx6*-null mutants, the population of Pv^+^ and Sst^+^ CIs was dramatically reduced in post-natal day 18 (P18) *VgatCre;Ai14;Lhx6*^*fl/−*^ mice relative to *VgatCre;Ai14;Lhx6*^*fl/+*^ controls (Figures S1C–S1F), whereas the total number of tdT^+^ cells remained unchanged (Figures 1A, 1B, and 1G). Next we used the *Nkx2.1Cre* transgenic driver (Kessaris et al., 2006) to specifically track Lhx6-deficient MGE-derived CIs. As expected, the percentage of tdT^+^ CIs co-labeled with antibodies against Lhx6, Pv, Sst, and Reelin was dramatically reduced in *Nkx2.1Cre;Ai14;Lhx6*^*fl/−*^ mice relative to *Nkx2.1Cre;Ai14;Lhx6*^*fl/+*^ controls (Figures S1G–S1L). Furthermore, we observed that the cortex of *Nkx2.1Cre;Ai14;Lhx6*^*fl/−*^ mice contained a small number of tdT^+^ cells co-expressing VIP or Sp8, markers that normally are associated with CGE-derived CIs and are absent from their MGE-derived counterparts (Figures S1M and S1N; Vogt et al., 2014). Notably, the overall number of tdT-expressing cells in the cortex of P18 *Nkx2.1Cre;Ai14;Lhx6*^*fl/−*^ mice was significantly smaller relative to controls (Figures 1H and S2A), suggesting that, in addition to its well-established role in CI subtype specification, *Lhx6* is also required for the survival of MGE-derived CIs.

**Figure 1:**
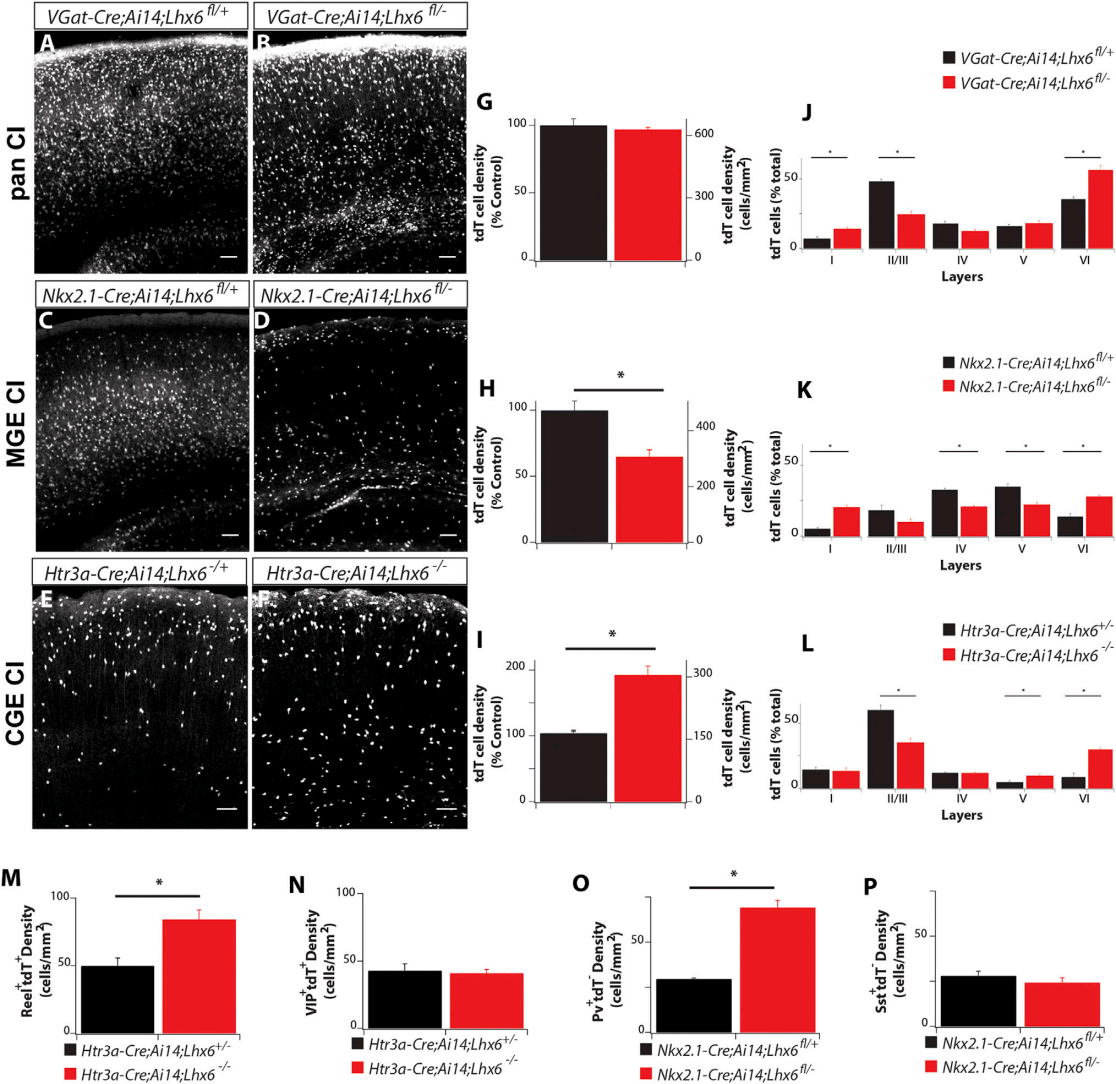
Fate Mapping Reveals Reduced Viability of *Lhx6*-Deficient MGE CIs and Increased Survival of CGE CIs (A–F) tdT^+^ (white signal) CIs in sections from the somatosensory cortex of *Lhx6* control (Ctrl; A, C, and E) and mutant (Mut; B, D, and F) P18 mice fate-mapped using different Cre driver lines, as indicated. Shown are the entire CI population (A and B), MGE-derived (C and D), and CGE-derived (E and F). (G–I) Quantification (raw densities, right axis; normalized to the average control level, left axis) of tdT^+^ cell density in somatosensory cortices for all CIs (G), MGE (H), and CGE (I) derived CIs. (J–L) Quantification of the distribution of tdT^+^ cells across cortical layers for all CIs (J), MGE (K), and CGE (L) derived CIs. (M–P) Quantification of cell densities of CGE-derived Reelin^+^ (M), CGE-derived VIP^+^ (N), non-MGE-derived Pv^+^ (O), and non-MGE-derived Sst^+^ cells (P). See also Figure S1 for characterization of the *Lhx6*^*fl*^ allele. Similar results were observed in the motor cortex (Figure S2). See Figure S3 for characterization of non-MGE derived Pv^+^ cells in *Lhx6* mutants. In all figures, data are expressed as mean ± SEM. Statistical significance was evaluated using Student’s t test, unless otherwise stated. ^∗^p < 0.05. Scale bars are 100 μm.

The reduced number of tdT^+^ MGE-derived CIs observed in *Nkx2.1Cre;Ai14;Lhx6*^*fl/−*^ mice (Figures 1C, 1D, and 1H and S2A) in conjunction with the nearly normal number of GABAergic interneurons in the cortex of either *Lhx6*-null mice (Liodis et al., 2007, Zhao et al., 2008) or mice with pan-CI deletion of *Lhx6* (*VgatCre;Ai14;Lhx6*^*fl/–*^; Figure 1G), suggests that non-MGE-derived CI lineages compensate for the specific loss of MGE-derived CIs. To examine this possibility we fate-mapped CGE-derived CIs in *Lhx6*^*−/−*^ mice using the CGE-specific Cre driver *Htr3aCre* (http://www.gensat.org; Supplemental Experimental Procedures) and the Ai14 (tdT) reporter. We observed increased representation of CGE-derived tdT^+^ cells in the cortex of *Lhx6* mutant mice (*Htr3aCre;Ai14;Lhx6*^*−/−*^) relative to controls (*Htr3aCre;Ai14;Lhx6*^*+/−*^) (Figures 1E, 1F, and 1I and S2D). Therefore, the size of the CGE-derived CI population in the mammalian cortex is not pre-determined but can be modulated to compensate for the loss of MGE-derived interneurons in the cortex. Although the total number of CIs is not affected by the *Lhx6* deletion, the radial distribution of CIs is severely disrupted in *Lhx6* mutants, with CIs congregating along the upper and deeper layers of the cortex (Figure 1J; Liodis et al., 2007, Zhao et al., 2008). Specifically, MGE-derived CIs in *Lhx6* mutants are lost in the middle layer (IV), whereas the most obvious increase in CGE-derived CIs occurs in deeper layers (V and VI) (Figures 1K and 1L). This observation argues against a local survival signal that compensates for CI loss within cortical layers but, rather, suggests that CI number is modulated by a more global signal that operates across the cortex.

The majority of CGE-derived CIs can be accounted for by two functionally and molecularly distinct sub-populations marked by the expression of either VIP or Reelin (Fishell and Rudy, 2011, Kepecs and Fishell, 2014, Lee et al., 2010). Immunostaining of *Lhx6* mutant brain sections from CGE-labeled CI mice (*Htr3aCre;Ai14;Lhx6*^*−/−*^) using these subtype markers showed that only the Reelin^+^ subset increased in number, whereas the VIP^+^ subpopulation remained unchanged (Figures 1M and 1N and S2E and S2F). Interestingly, ablation of *Lhx6* from MGE lineages also resulted in altered representation of CI subtypes originating outside of the ganglionic eminences (Gelman et al., 2011). Thus, in *Nkx2.1Cre;Ai14;Lhx6*^*fl/−*^ mice, the number of tdT^−^Pv^+^ interneurons (which partly originate from the POA; Figures S2G–S2N) increased relative to controls (*Nkx2.1Cre;Ai14;Lhx6*^*fl/+*^), whereas the number of tdT^−^Sst^+^ CIs remained unchanged (Figures 1O and 1P and S2B and S2C). Based on a previous characterization of the Nkx2.1Cre line used here, some MGE-derived CIs fail to express Cre recombinase (mostly a subpopulation expressing Sst (Fogarty et al., 2007)) and can, therefore, represent MGE-derived cells that still express Lhx6 (Figures 1O and 1P and S2B and S2C). However, we found no differences in the number of GFP^−^Lhx6^+^ cells in control and mutant brains (Figure S1O), suggesting that the size of this “escapee” population does not increase in mutant brains and, therefore, cannot be responsible for the increase in tdT^−^Pv^+^ cells in mutants. These findings suggest that the compensatory responses of CIs to *Lhx6* ablation are subtype-specific and occur across different lineages.

### Reciprocal Changes in Apoptosis of CGE and MGE CIs in *Lhx6* Mutants

The increased representation of CIs originating outside of the MGE in the cortex of *Lhx6*-deficient mice could result from enhanced proliferation of their progenitors or reduced neuronal cell death during the critical postnatal window of apoptosis (Southwell et al., 2012, Yamaguchi and Miura, 2015). To distinguish between these possibilities, we first compared the number of proliferating progenitors (identified by pH3 immunostaining and 5-ethynyl-2'-deoxyuridine [EdU] uptake) within the ganglionic eminences of *Lhx6* mutant and control embryonic day 14.5 (E14.5)–E16.5 embryos. The number of pH3^+^ and EdU^+^ progenitors was similar between the two genotypes, suggesting that the mechanism(s) responsible for the increased representation of CGE-derived CIs in *Lhx6* mutants operates on post-mitotic interneuron precursors at later developmental stages (Figures S3A–S3J). In agreement with this hypothesis, there was no difference in the number of cells expressing Sp8 (a transcription factor expressed by non-MGE-derived CIs; Ma et al., 2012) in E16 control and mutant cortices (Figures S3K–S3N). However, we note that a small proportion of Sp8-expressing cells in mutant cortices is derived from the MGE (Figure S1N). In further support of this idea, the number of fate-mapped MGE- and CGE-derived CIs at P2 (a developmental stage that follows the completion of CI tangential migration but precedes the onset of apoptosis; Miyoshi and Fishell, 2011, Southwell et al., 2012) was similar between control and *Lhx6* mutant mice (Figures 2A–2D, 2I, and 2J). In contrast, 5 days later (at P7), we observed a decreased representation of MGE-derived CIs and a reciprocal increase of their CGE-derived counterparts (Figures 2E–2H, 2K, and 2L). The changes in the size of MGE- and CGE-derived CIs populations observed at P7 foreshadow those observed at P18 (Figures 1H and 1I and 2M) and, together, suggest lineage-specific modulation of the apoptotic programs of CIs by the *Lhx6* mutation.

**Figure 2:**
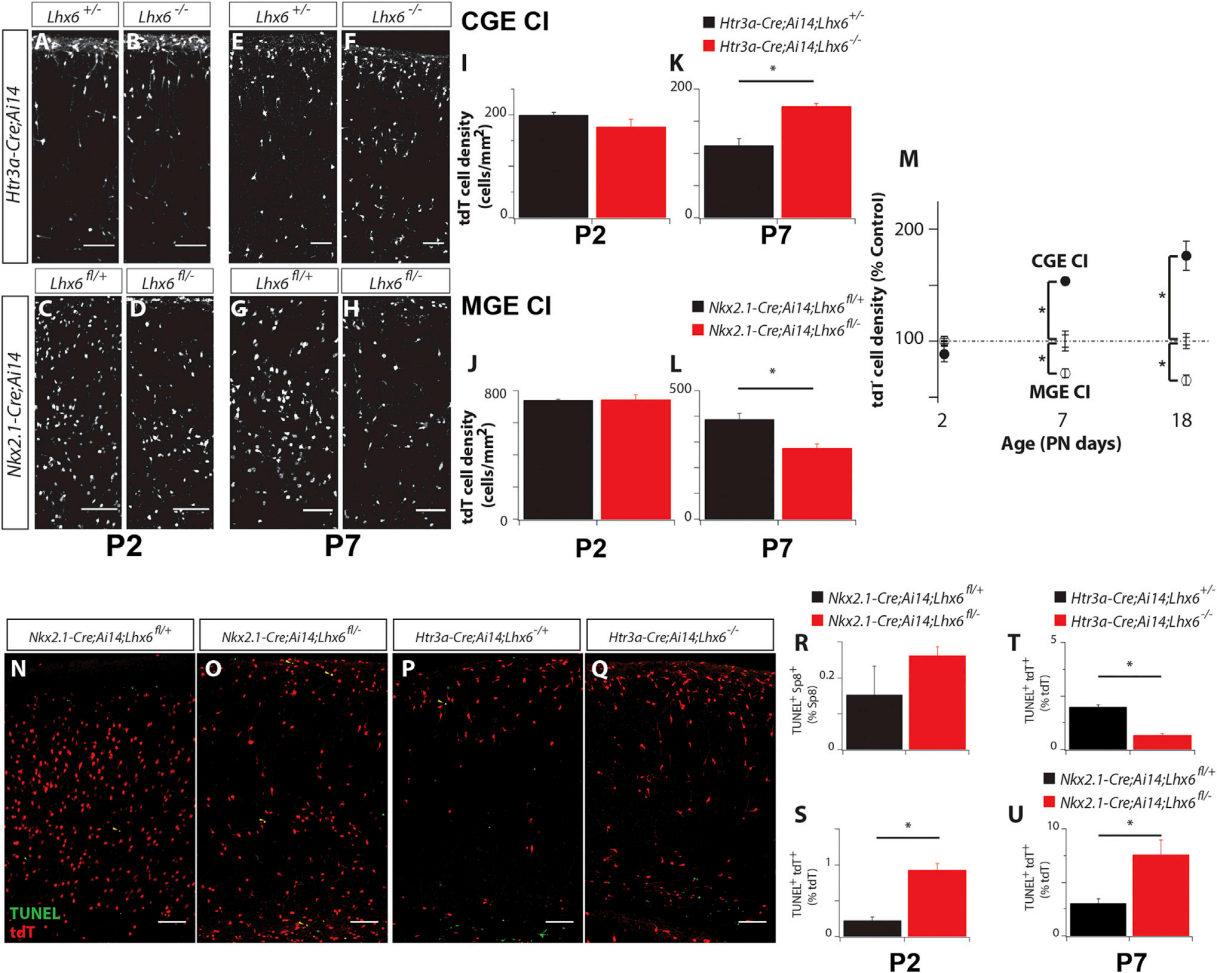
Reduced Apoptosis of CGE CIs Compensates for the Loss of *Lhx6*-Deficient MGE Counterparts Shown are changes in the number of CI subtypes in *Lhx6* control and mutant mice during early post-natal development. (A–H) tdT-expressing CIs in cortical sections from P2 (A–D) and P7 (E–H) *Lhx6* control (A, C, E, and G) and mutant (B, D, F, and H) mice. tdT expression identifies CGE-derived (A, B, E, and F) and MGE-derived CIs (C, D, G, and H), respectively. (I–L) Quantification of the distribution of tdT^+^ cell density in the cortex of P2 (I and J) and P7 (K and L) for CGE (I and K) and MGE (J and L) derived CIs. (M) Summary of changes in density of CGE (closed circles) and MGE (open circles) CIs in *Lhx6* mutant cortices relative to *Lhx6* controls (dotted line) at P2, P7, and P18. (N–Q) Representative cortical sections from P7 somatosensory cortices showing fate-mapped CIs (tdT^+^ in red) and TUNEL^+^ (green) cells. Yellow arrowheads indicate TUNEL^+^ fate mapped CIs. In (N) and (O), tdT expression represents MGE-derived CIs, whereas in (P) and (Q), tdT represents CGE-derived CIs. (R and S) Quantification of TUNEL^+^ cells for CGE-derived CIs (R; Sp8^+^TUNEL^+^) and MGE-derived CIs (S; tdT^+^TUNEL^+^) at P2 for control and *Lhx6* mutant cortices. (T and U) Quantification of TUNEL^+^ cells for CGE-derived (T) and MGE-derived (U) CIs undergoing apoptosis (tdT^+^TUNEL^+^) at P7 for control and *Lhx6* and mutant cortices. See Figure S4 for characterization of proliferation and migration of CI precursors in embryonic *Lhx6* mutant brains. Scale bars are 100 μm.

To confirm this, we used terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining to quantify the extent of developmental cell death of MGE- and CGE-derived CIs at P2, to obtain an early readout of apoptosis in *Lhx6* mutants, and at P7, when expression of apoptotic markers in CIs is at its highest (Figure 2J; Southwell et al., 2012). TUNEL analysis at P2 revealed a marked increase in apoptosis of MGE-derived CIs (but not CGE-derived CIs) in *Lhx6*-null mutants even before the expected developmental apoptosis program begins (Figures 2R and 2S). A similar analysis in the cortex of *Nkx2.1Cre;Ai14;Lhx6*^*fl/−*^ mice at P7 also showed a significant increase in the number of tdT^+^TUNEL^+^ cells relative to control animals (*Nkx2.1Cre;Ai14;Lhx6*^*fl/+*^; Figure 2U). However, although CGE-derived CIs do not express *Lhx6*, the number of tdT^+^TUNEL^+^ double-positive CIs in the cortex of P7 *Htr3aCre;Ai14;Lhx6*^*−/−*^ mice was significantly reduced relative to control littermates (*Htr3aCre;Ai14;Lhx6*^*+/−*^; Figure 2U). We suggest that ablation of *Lhx6* during embryogenesis reduces the viability of MGE-derived CIs from an early stage in development. This reduction in the number of MGE-derived CIs triggers a compensatory and non-cell-autonomous decrease in the rate of developmental cell death in CGE-derived CIs during the normal period of CI apoptosis.

### Enhanced Survival of Wild-Type CIs Grafted into the *Lhx6* Mutant Cortex

To explore the possibility that the cortical microenvironment of *Lhx6* mutants can rescue CIs from apoptosis, we transplanted GFP^+^ CI precursors isolated from the basal forebrain of GAD-GFP E14.5 embryos (Tamamaki et al., 2003) into the pallium of neonatal (P0–P1) *Lhx6*^*−/−*^ pups and their control (*Lhx6*^*+/−*^) littermates (Figure 3A). Multiple morphologically mature GFP^+^ CIs were observed throughout the cortex at P16 in both control and mutant animals (Figures 3B–3F). No differences were observed in the spatial distribution of grafted CIs in the host cortices (Figures 3F and 3G). However, a subset of grafted CIs in mutant cortices showed striking morphologies, with consistently larger somata and dendritic arbors, a finding that mirrored the unusually large size of endogenous POA-derived Pv^+^ CIs observed in *Lhx6* mutant mice (Figure S4).

**Figure 3:**
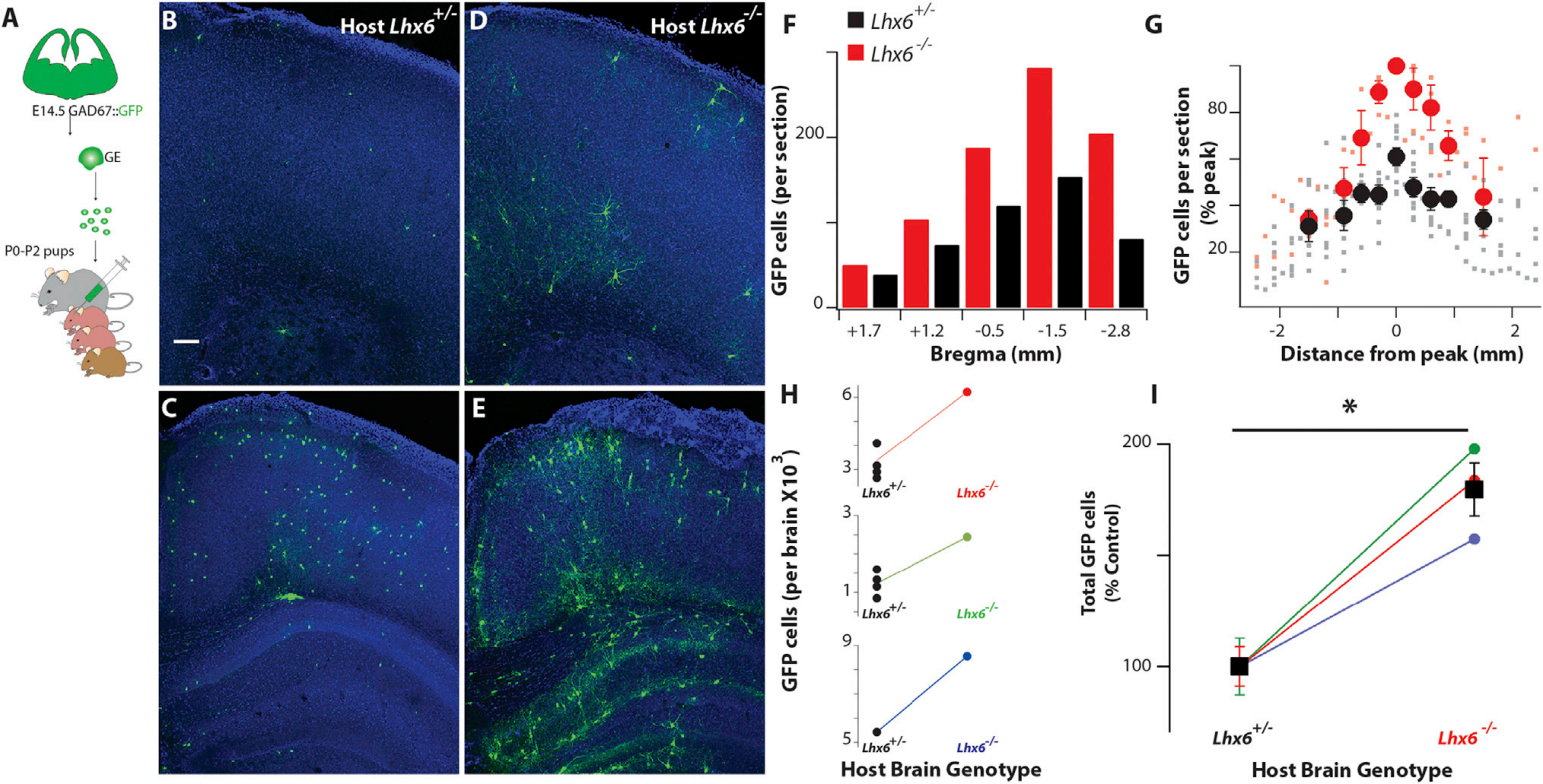
Cellular Microenvironment of *Lhx6* Mutant Forebrain Promotes Grafted CI Progenitor Survival (A) Schematic representation of the CI progenitor transplantation into the cortex of P0–P2 pups. (B–E) Coronal brain sections of Lhx6^+/−^ (B and C) and Lhx6^−/−^ (D and E) P16 mice transplanted at P0–P2 with wild-type GFP^+^ CI progenitors. The sections shown in (B) and (D) are more anterior to those shown in (C) and (E). (F) Distribution of surviving GFP^+^ CIs in the cortex of an *Lhx6*^*+/−*^ (black bars) and an *Lhx6*^*−/−*^ (red bars) littermate pair of P16 mice grafted with CI precursors at P0–P2 at different rostro-caudal levels. (G) Distribution of GFP^+^ cells was similar in all cortices analyzed, with a peak in the presumed injection site. Regardless of the rostro-caudal level quantified, more GFP^+^ cells were present in *Lhx6* mutant host cortices (red) than in their control littermates (black). (H and I) Quantification of surviving GFP^+^ CIs in the entire cortex of *Lhx6*^*+/−*^ and *Lhx6*^*−/−*^ P16 mice. In 3 independent experiments (H), the number of surviving GFP^+^ cells in the *Lhx6* mutant host cortices was higher than that observed in control littermates grafted with the same cell suspension. (I) Values (taken from H) for the mutants (*Lhx6*^*−/−*^, circles) are normalized to the average value in control littermates (*Lhx6*^*+/−*^; colored bars represent SEM for individual grafting experiments that correspond to those in H). The number of GFP^+^ cells found in *Lhx6*^*−/−*^ was 181% ± 13% higher in comparison with control littermates (p = 0.02, one sample t test, mean 100, n = 3 *Lhx6*^*−/−*^ and 10 *Lhx6*^*+/−*^, minimum of 500 cells counted per brain). See Figure S5 for morphological characterization of wild-type GFP^+^ CI progenitors grafted in *Lhx6* mutant brains. Scale bars are 100 μm.

The majority of grafted CI precursors are eliminated by BAX-dependent apoptosis within 2 weeks of transplantation (Southwell et al., 2012), a feature that recapitulates the timeline of programmed cell death of endogenous CIs. Consistent with this idea, we found that the number of transplanted GFP^+^ CIs in the cortex of P16 *Lhx6*^*−/−*^ mice was higher relative to that in *Lhx6*^*+/−*^ littermate controls. These results were consistent across three independent experiments, regardless of the number of grafted interneurons (181% ± 13% of control, p = 0.02, n = 3 litters; Figures 3H and 3I), confirming the notion that the microenvironment of the host brain can modulate the survival of interneurons in the cortex.

### Transcriptomic Analysis of Lhx6-Deficient Brains/Lineages

To provide insight into the mechanisms by which the cortical microenvironment of *Lhx6* mutants controls the survival of grafted CI progenitors, we used RNA sequencing (RNA-seq) to compare the global transcriptome of the forebrain dissected from control (*Lhx6*^*+/−*^) and mutant (*Lhx6*^*−/−*^) mice at P15, a stage at which apoptosis of grafted CIs is at its highest. 

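RNA was sequenced from 7 forebrain samples taken at postnatal day 15, 4 from *Lhx6*+/- (control) mice and 3 from *Lhx6*-/- (mutant) mice. Each sample pooled 2 animals, so the spread between libraries is a spread between pools. The paper gives the RNA input as 1 μg per library and the sample records give 0.5 μg. Libraries were read as 36 bp single ends on an Illumina GA IIx. The authors trimmed the reads with CutAdapt, aligned them with Bowtie2 to the mouse transcriptome of Ensembl release 84 (GRCm38) and estimated the number of reads per gene with RSEM. RSEM shares a read that matches several genes among them, so the deposited values are expected counts, and between 32.9% and 36.0% of the values in a library were not whole numbers. Control libraries summed to between 32556304 and 38069151 expected counts (median 35301968) and mutant libraries to between 34943398 and 37384849 (median 36042649). A count of 0 allows up to 3 counts, or between 0.0788 and 0.0921 CPM (counts scaled to library size) in these libraries, a limit that covers counting error only. Expected counts were rounded and scaled by edgeR's TMM method, whose factors ran from 0.976 to 1.03. Of the 47729 genes in the table, the 19684 with at least 10 counts in at least 3 libraries were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The columns of the table name the genotype and a library number (2, 3, 10 and 11 for control, 5, 12 and 13 for mutant), not the pool, so sex and RNA quality, which the records list per pool, were not assigned to libraries. *Lhx6* itself had 615, 522, 476 and 522 normalized counts in control libraries 2, 3, 10 and 11, and 70.9, 76.6 and 70.1 in mutant libraries 5, 12 and 13. The first principal component of log2 CPM held 39.6% of the variance and set libraries 2, 3 and 5 apart from libraries 10 to 13. The second held 23.4%, and all control libraries lay above all mutant libraries on it. Both runs of numbers contain both genotypes, so genotype differences are also given within each run. This grouping was recognised after the values were seen. Libraries 2, 3 and 5 hold 1 mutant library. Within each run the genotypes also differed in sex composition by their counts, so changes within a run do not separate genotype from sex. The summed count of 4 Y-linked genes was 95 and 78 in control libraries 10 and 11. In mutant libraries 12 and 13 it was 4130 and 2365. Normalized counts of *Xist* were 2.19 and 6.03 in control libraries 2 and 3, and 9572 in mutant library 5.

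**Figure D1:**
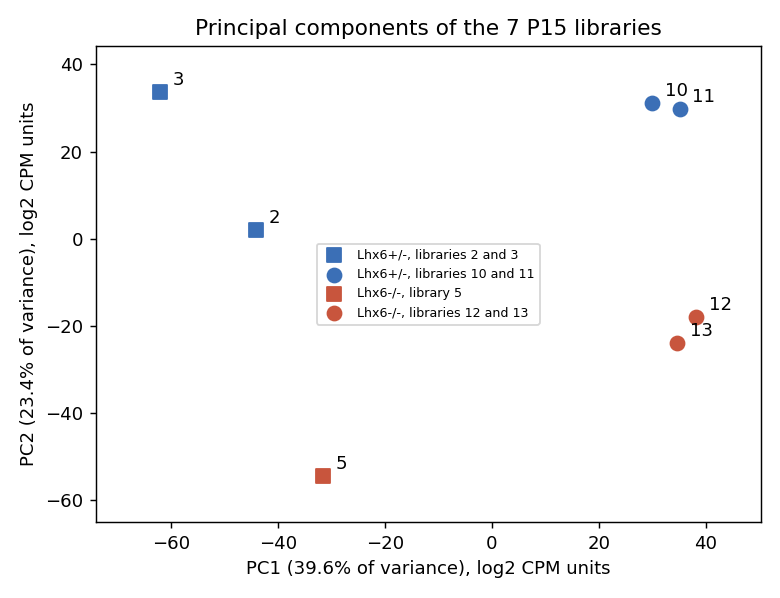
Each point is 1 library, placed by its first (horizontal) and second (vertical) principal component of log2 CPM; color gives the genotype, shape the run of library numbers, and the number beside each point is the library's. Libraries 2, 3 and 5 lie to the left, libraries 10 to 13 to the right, and control libraries lie above mutant libraries.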

Differential gene expression analysis identified 1,707 genes that were significantly upregulated (977) or downregulated (730) (Figure 4A) in mutant relative to control littermates (summary results are presented in Table S2). In addition to *Lhx6* (which was absent from mutant samples), *Sst* and *Pv* were among the top downregulated genes in *Lhx6* mutants, in agreement with our immunocytochemistry data (Figures S1J and S1K). 

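At an adjusted p-value of 0.05 or less (edgeR's quasi-likelihood test, Benjamini-Hochberg), 954 of the 19684 tested genes (4.85%) differed between genotypes, 585 higher and 369 lower in mutants. Before adjustment, 3590 genes had a p-value of 0.05 or less. For each of the 954 genes, the 3 mutant libraries all lay above or all below the 4 control libraries; among all tested genes this held for 19.7%, against 5.71% by chance. The median absolute log2 fold change of the 954 genes was 0.76, and 333 of them changed by 1 or more on the log2 scale, 263 higher and 70 lower. Over the alternatives, the count was lowest when mutant library 13 was left out, at 302 genes, and highest with the run of library numbers as a covariate, chosen after seeing the data, at 2205 genes, including all 954. Among the genes with the smallest p-values, *Adcyap1* rose from 578 ± 80.7 to 6218 ± 663 normalized counts (SD, n = 4 and 3 pools), a log2 fold change of 3.43 (standard error 0.127, adjusted p = 2.33e-05 from edgeR). *Gfap* rose from 6537 ± 490 to 25196 ± 2556, a log2 fold change of 1.95 (standard error 0.100, adjusted p = 7.41e-05 from edgeR), and *Ucp2* and *A2m* rose by 1.31 and 2.08 on the log2 scale. *Btbd11* and *Kcnj9* had log2 fold changes of -1.24 and -1.01. Among the largest increases, *Tnmd* went from 18.6 ± 7.82 to 667 ± 189 normalized counts. *Lce1g*, *Crct1* and *Gm26920* had at most 1 count in every control library and were at least 20.4-fold, 14.2-fold and 7.88-fold higher in mutants, measured against a floor of 3 counts. The exons of *Gm26920* lie within those of other genes over 100% of their length and 98.6% of its 36-base words occur in another gene, so its counts are uncertain; for *Lce1g* the share of words is 30.2%. *Uts2b* had 3.84 normalized counts in control library 10 and 0 in the other control libraries, against 23.0, 35.2 and 65.3 in the mutants. The largest decreases outside the interneuron markers were in genes with few counts, *Akr1c18* (38.2 ± 10.7 to 2.96 ± 1.74), *Trim54* (32.6 ± 5.77 to 3.33 ± 3.13) and *Dmrt2* (32.6 ± 9.71 to 3.60 ± 0.654). *Trim54* lost its call when control library 10, control library 11 or mutant library 13 was left out, and 20.4% of its words are shared with another gene.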

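*Lhx6* (ENSMUSG00000026890) lies on the minus strand of chromosome 2 of GRCm38, from 36081953 to 36105408. Its normalized count was 534 ± 58.5 in controls (SD, n = 4 pools) and 72.5 ± 3.55 in mutants (SD, n = 3 pools), so the mutant mean was 13.6% of the control mean. The log2 fold change was -2.88 (standard error 0.135, adjusted p = 5.99e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of its 36-base words, 1.99% occur in another gene. *Sst* (chromosome 16, 23889581 to 23890844) fell from 5356 ± 874 to 588 ± 70.7, a log2 fold change of -3.19 (standard error 0.157, adjusted p = 6.37e-05 from edgeR). *Pvalb* (chromosome 15, 78191114 to 78206400), the gene the paper calls *Pv*, fell from 931 ± 147 to 113 ± 31.2, a log2 fold change of -3.05 (standard error 0.219, adjusted p = 0.000389 from edgeR). Both were among the 5 genes with the largest decrease and among the 5 lower genes with the smallest p-values. Within libraries 2, 3 and 5 and within libraries 10 to 13, the log2 fold changes were -2.96 and -2.73 for *Lhx6*, -3.18 and -3.07 for *Sst* and -3.46 and -2.85 for *Pvalb*. In a list of 14 markers of MGE-derived interneurons, 8 genes were lower and 3 higher at an adjusted p-value of 0.05 or less, and adjusted over the list alone 9 were lower and 3 higher. As a set, the list was lower in mutants, with a median log2 fold change of -0.70 (camera with a preset correlation of 0.01, two-sided, adjusted p = 6.36e-06 over 14 lists). With an estimated correlation between genes, the adjusted p from camera was 0.0495. *Lhx6*, the deleted gene, is in the list together with *Sst* and *Pvalb*. The counts and set result of the list are therefore not independent of theirs and were partly fixed by the deletion.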

We also detected increased expression of genes normally expressed in CGE CIs in mutant cortices, such as Vip and Npy. 

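*Vip* (chromosome 10, 5639218 to 5647614 on GRCm38) had 891 ± 170 normalized counts in controls (SD, n = 4 pools) and 1705 ± 247 in mutants (SD, n = 3 pools). Its log2 fold change was 0.94 (standard error 0.163, adjusted p = 0.0150, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The increase was 0.82 within libraries 2, 3 and 5 and 0.95 within libraries 10 to 13. With mutant library 12 left out, the adjusted p of *Vip* was 0.0685, and with mutant library 13 left out it was 0.0804; over all alternatives it ran from 6.15e-06 to 0.0804. *Npy* (chromosome 6, 49822710 to 49829507) rose from 2421 ± 223 to 7818 ± 883, a log2 fold change of 1.69 (standard error 0.107, adjusted p = 0.000226 from edgeR), with 1.71 and 1.72 in the 2 runs. Across a list of 13 markers of CGE-derived interneurons, 9 genes were higher and 4 lower in mutants. Of these, 5 were higher at an adjusted p-value of 0.05 or less (*Vip*, *Npy*, *Adarb2*, *Cnr1* and *Ndnf*) and none lower, and adjusted over the list alone 6 were higher. Changes of the list's members ran from -0.57 for *Calb2* to that of *Npy*. *Reln*, *Htr3a* and *Sp8*, markers the paper uses elsewhere, had log2 fold changes of 0.11, 0.37 and 0.61, none past the threshold. In the paper, fate-mapped CGE-derived cells positive for Reelin rose in number and those positive for VIP did not. Those are counts of cells in the cortex at another age, which RNA of whole forebrain does not measure. In libraries 10 to 13 alone, a fit chosen after seeing the data, *Sp8* was called higher (1.00, adjusted p = 0.0245 from edgeR). Within libraries 2, 3 and 5 its change was 0.26. Sex differs between the genotypes within each run, so neither value separates genotype from sex. As a set the CGE list was higher, with a median of 0.62 (camera, two-sided, adjusted p = 0.000815 over 14 lists). With an estimated correlation between genes, the adjusted p from camera was 0.0495.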

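Among genes that neuronal activity induces, *Bdnf* (chromosome 2, 109674700 to 109727007 on GRCm38) had 921 ± 111 normalized counts in controls (SD, n = 4 pools) and 4006 ± 137 in mutants (SD, n = 3 pools). Its log2 fold change was 2.12 (standard error 0.100, adjusted p = 5.99e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Npas4* (chromosome 19, 4984355 to 4989971) rose from 485 ± 138 to 1862 ± 894, a log2 fold change of 1.94 (standard error 0.327, adjusted p = 0.0130 from edgeR). Its 3 mutant libraries spread widely, at 1537, 2872 and 1175 counts, and all lay above the 4 control libraries, which reached 599.6 at most. *Fosb* (chromosome 7, 19302696 to 19310051) rose from 472 ± 61.4 to 958 ± 304, a log2 fold change of 1.02 (standard error 0.216, adjusted p = 0.0332 from edgeR). Mutant library 13, at 608 counts, lay nearest to the highest control library, at 542. The call of *Fosb* did not hold in 6 of the 7 fits that each left out 1 library, where its adjusted p reached 0.132 without mutant library 12; over all alternatives it ran from 0.000144 to 0.132. Within libraries 2, 3 and 5 the changes of *Bdnf*, *Npas4* and *Fosb* were 2.05, 1.93 and 1.08, and within libraries 10 to 13 they were 2.22, 1.76 and 0.99.

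**Figure D2:**
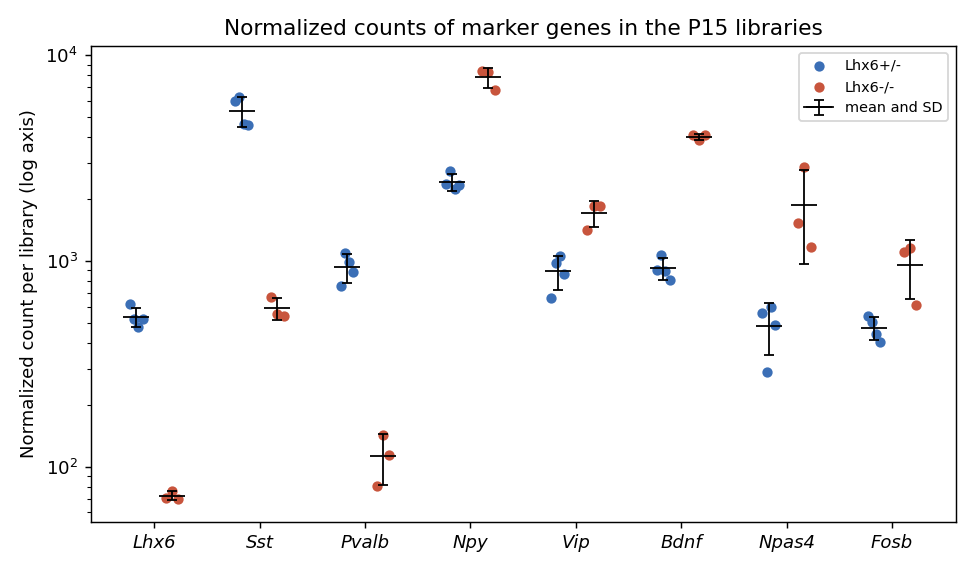
Normalized counts per library (vertical, log axis) of 8 genes (horizontal) in the 4 control (blue) and 3 mutant (red) libraries; black bars are the mean and SD. For every gene drawn, mutant libraries lie wholly above or wholly below control libraries, with *Lhx6*, *Sst* and *Pvalb* lower and the other genes higher.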

Interestingly, inspection of the list of upregulated genes identified several—including *Bdnf* (Hartmann et al., 2001), *Npas4* (Bloodgood et al., 2013), *Fosb* (Eagle et al., 2015), and *Npy* (Gall et al., 1990)—whose expression is induced by neuronal activity. Gene set enrichment analysis using the hypergeometric test showed that the genes significantly modulated in *Lhx6*-deficient forebrains significantly overlap with genes altered in pyramidal neurons following chronic increases in activity (either through 48 hr inhibition of ionotropic GABA receptors in hippocampal neurons [p < 10^−59^; Yu et al., 2015] or through activation of L-type voltage-dependent Ca^2+^ channels in cortical neurons [p = 2.3 × 10^−3^; Qiu et al., 2016]). 

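Of the 2 published gene lists, only the 25 genes that Figure 4B draws for each treatment were used here, so the overlap of the full lists was not analysed here. In the first list, the cortical cultures were treated with KCl and FPL64176, an L-type Ca2+ channel agonist; in the second, hippocampal cultures were treated with bicuculline, which blocks ionotropic GABA receptors. All 50 entries were tested in the forebrain libraries, and 5 genes stand in both lists (*Bdnf*, *Fosb*, *Npas4*, *Nr4a1* and *Pcsk1*). In the KCl list, 6 of 25 genes (24%) were significantly upregulated in mutants, against 579 of the 19659 other tested genes (2.95%; one-sided Fisher's exact test, p = 7.34e-05). In the bicuculline list, 9 of 25 genes (36%) were significantly upregulated, against 576 of 19659 (2.93%; one-sided Fisher's exact test, p = 2.27e-08, or 4.54e-08 after Benjamini-Hochberg adjustment over both lists). In this edgeR fit, no gene of either list was significantly downregulated. *Nap1l5* of the KCl list is lower in Table S2, and DESeq2 with and without its beta prior called it here. Adjusted over the list alone, 10 genes of the KCl list were higher and 1 lower, and 13 of the bicuculline list were higher and none lower. *Csrnp1* (0.87 on the log2 scale) and *Crem* (0.55) were called only through the KCl list, and *Ptgs2* (2.26), *Lipg* (1.49), *Vgf* (1.35) and *Nptx2* (2.28) together with *Adcyap1* only through the bicuculline list. *Pcsk1* (0.81) was called in both. Gene names were read from the labels of Figure 4B, and *Csrnp1* from a label printed as Csmp1; without it, a choice made after seeing the data, 5 of 24 genes of the KCl list were upregulated (one-sided Fisher's exact test, p = 0.000602). With the run of library numbers as a covariate, 10 and 12 genes of the KCl and bicuculline lists were called higher and 1 of the KCl list, *Nap1l5*, lower.

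**Figure D3:**
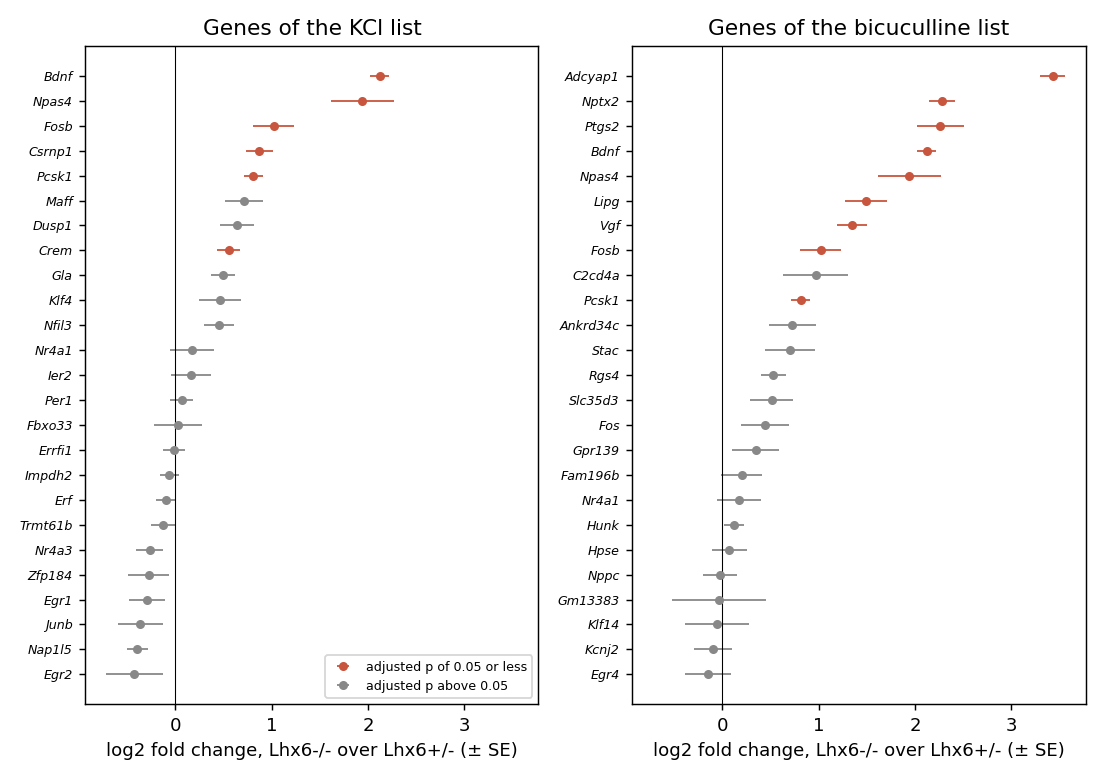
Log2 fold change of mutant over control (horizontal, with standard error) for each gene of the KCl list (left) and the bicuculline list (right), sorted by value; red marks an adjusted p-value of 0.05 or less. All red points lie to the right of 0, and *Bdnf*, at 2.12, is the highest in the KCl list.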

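The 7 forebrain libraries were clustered on the 25 genes of each list in Figure 4B. Following the paper's methods, the distance was Euclidean on log2 values relative to each gene's mean over libraries; complete linkage and a pseudocount of 1 normalized count were added here. With the KCl list, the top split of the tree put all 7 libraries on the side of their genotype, and the bicuculline list did the same. Average and Ward linkage, a pseudocount of 10 and another normalization gave 7 of 7 as well, and each fit that left out 1 library gave 6 of 6. Among 10000 random lists of 25 genes matched on mean expression, 23.15% separated the genotypes as well as the KCl list and 15.54% as well as the bicuculline list. Without the genes called upregulated, a choice made after seeing the data, 19 genes of the KCl list put 5 of 7 libraries with their genotype and 16 genes of the bicuculline list put 4 of 7.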

In fact, hierarchical clustering based on the expression of the top 25 genes upregulated by chronic activity clearly distinguished between control and mutant samples (Figure 4B). Finally, the expression of the activity-dependent gene *cfos* (Cohen and Greenberg, 2008) was highly upregulated throughout the cortex of *Lhx6* mutants (Figures 4C and 4D). These transcriptomic results provide a molecular confirmation of increased network activity in the cortex, as would be expected for brains where the development of MGE-derived CIs is compromised (Batista-Brito et al., 2009, Neves et al., 2013).

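A list of 13 immediate early genes was also examined in these forebrain libraries. *Npas4* and *Fosb* were the members called higher, and adjusted over the list alone there were 3. Of the 13, 6 changed upward and 7 downward, with a median log2 fold change of -0.036. With all libraries, the list as a set was not past the threshold (camera, two-sided, adjusted p = 0.611 over 14 lists). Among fits that left out 1 library, it passed only without mutant library 13 (median 0.13, camera, adjusted p = 0.0414). Without mutant library 12 the median was -0.16 (camera, adjusted p = 0.246). *Fos*, the gene of cfos, had 1216 ± 245 normalized counts in controls (SD, n = 4 pools) and 1654 ± 657 in mutants (SD, n = 3 pools), a difference within the spread between pools (log2 fold change 0.44, standard error 0.248, adjusted p = 0.409, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries were made from whole forebrain, and their counts do not resolve cortical layers or cell types. The paper's cfos result is protein, immunostained in sections of the cortex, so RNA counts of *Fos* in whole forebrain do not test it. From the transcriptomic results, the paper concludes that network activity was increased in the mutant cortex. The evidence it gives before this conclusion includes upregulated genes that activity induces and their overlap with genes altered by chronic activity. It also includes the clustering of samples on such genes and the cfos staining. The paper anticipates this outcome for brains where development of MGE-derived CIs is impaired.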

**Figure 4:**
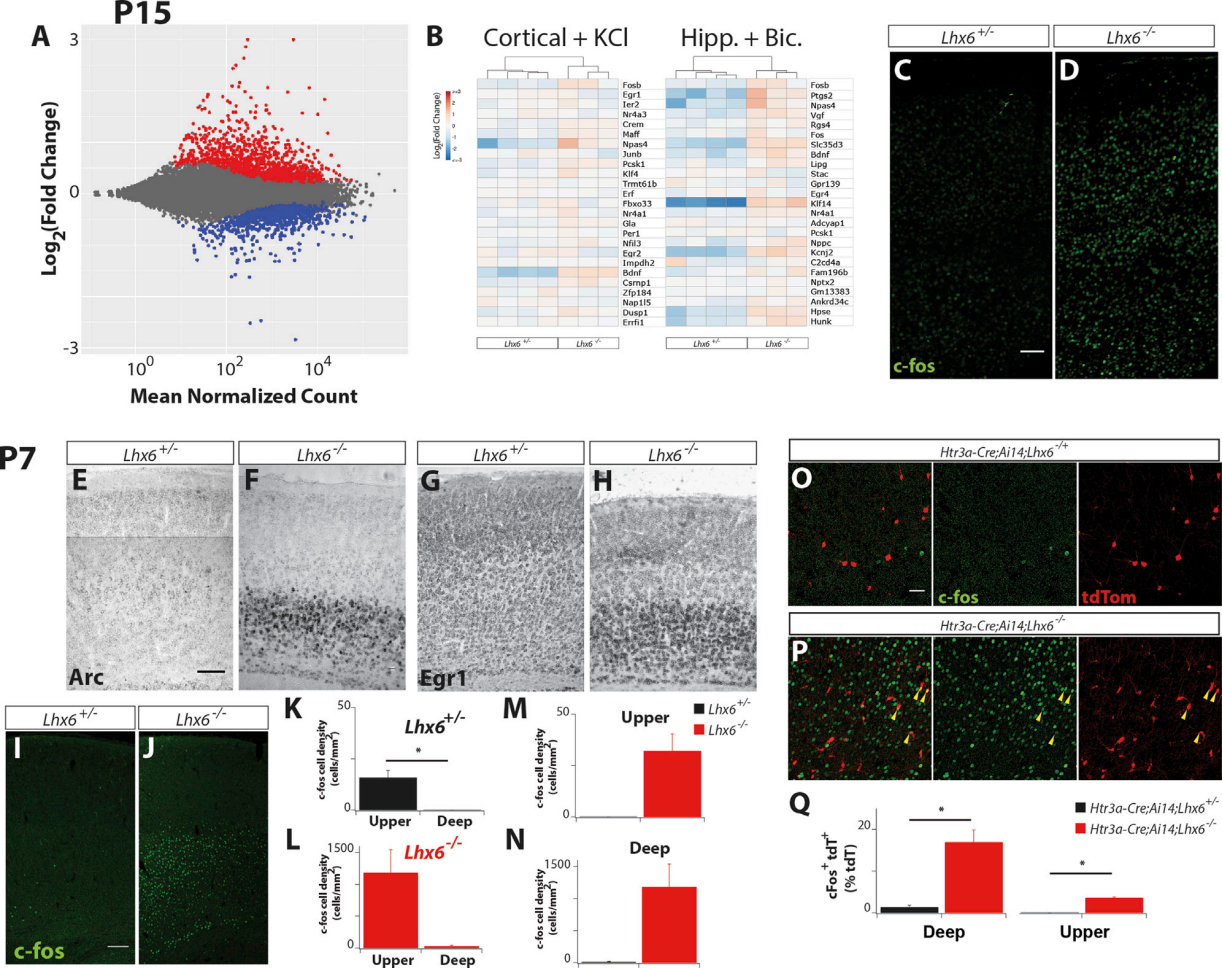
Molecular Analysis of *Lhx6* Mutant Forebrains Reveal Widespread Upregulation of Activity-Dependent Genes (A) MA plot summarizing the results of the differential expression analysis between *Lhx6*^*+/−*^ and *Lhx6*^*−/−*^ P15 forebrains. Significantly upregulated genes are shown in red (977 genes), whereas significantly downregulated genes are shown in blue (730 genes). Significance was set as a false discovery rate of ≤ 0.05. (B) Hierarchical clustering of *Lhx6*^*+/−*^ and *Lhx6*^*−/−*^ forebrain samples using activity-regulated genes. Clusters were generated using the expression levels of the 25 most significantly upregulated genes in either cortical cultures treated with KCL + FPL64176 (Qiu et al., 2016) or hippocampal cultures treated with bicuculline (Yu et al., 2015). Genes upregulated by either treatment are similarly upregulated upon deletion of *Lhx6*. (C and D) Coronal sections from the somatosensory cortex of *Lhx6*^*+/−*^ (C) and *Lhx6*^*−/−*^ (D) P15 mice immunostained for cfos (green). (E–H) *In situ* hybridization of somatosensory cortex sections from *Lhx6*^*+/−*^ (E and G) and *Lhx6*^*−/−*^ (F and H) P7 mice with either *Arc* (E and F) or *Egr1* (G and H) riboprobes shows immediately early gene upregulation in the bottom layers of mutant brains. (I and J) Coronal sections of the somatosensory cortex of *Lhx6*^*+/−*^ (I) and *Lhx6*^*−/−*^ (J) P7 mice immunostained for cfos (green); note the upregulation of cfos expression, particularly in the lower half of the cortex. (K–M) Quantification and distribution of cfos^+^ cell density in upper (M) and deep (N) areas of *Lhx6*^*+/−*^ (K) and *Lhx6*^*−/−*^ (L) cortices. (O and P) High-magnification images of the bottom half of the somatosensory cortex of *Htr3a-Cre;Ai14;Lhx6*^*+/−*^ (O) and *Htr3a-Cre;Ai14;Lhx6*^*−/−*^ (P) P7 brains immunostained for cfos (green). Yellow arrowheads show examples of cfos-expressing CGE-derived tdT^+^ cells. (Q) Quantification of the distribution of cFos+ tdT+ (CGE-derived CIs) in the cortex. See Table S2 for a summary description of mRNA sequencing results for the genes highlighted in (A) and Table S3 for a summary of results of the RT^2^ profiler PCR array for CGE-derived CIs isolated by fluorescence-activated cell sorting (FACS) from P7 cortices. Scale bars are 100 μm for (C)–(J) and 50 μm for (O) and (P).

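Within the KCl list, 15 of 25 genes had a positive log2 fold change in mutant forebrains and 10 a negative one, from -0.42 for *Egr2* to that of *Bdnf*. Within the bicuculline list, 20 were positive and 5 negative, from -0.15 for *Egr4* to that of *Adcyap1*. As a set, the bicuculline list was higher in mutants, with a median of 0.53 (camera with a preset correlation of 0.01, two-sided, adjusted p = 4.81e-09 over 14 lists), and this held with fry (0.000112) and with an estimated correlation between genes (0.0137). The KCl list was higher with a median of 0.14 (camera, adjusted p = 0.0123), which held with fry (0.0391) and not with an estimated correlation (0.555). The set result of the KCl list did not hold without control library 11 (camera, adjusted p = 0.0674) or without mutant library 12, where the median was -0.039 (camera, adjusted p = 0.205); over all alternatives its adjusted p ran from 0.000243 to 0.555. Medians of single-gene changes within libraries 2, 3 and 5 and within libraries 10 to 13 were 0.15 and 0.057 for the KCl list and 0.46 and 0.65 for the bicuculline list. Of the 13 immediate early genes, 11 stand in these or other lists.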

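Table S2 lists 1707 genes, the paper's calls, 977 higher and 730 lower in mutants, and these are also the calls in the authors' deposited table, which gives an adjusted p-value for 20200 genes. Of the 954 genes called here, 949 (99.5%) are in Table S2, none with the opposite direction. The 5 others are *Lce1g*, *Krt75*, *Gm29521*, *Ifi202b* and *Trib3*, named here because they fall outside the table; in the authors' deposited table *Gm29521* and *Trib3* have adjusted p-values of 0.0608 and 0.0783. Of the genes in Table S2, 1704 were tested here. All 1704 had the same sign here and a p-value of 0.05 or less before adjustment in edgeR. The 3 that were not tested, *Apol9a*, *Gm10636* and *Tecrl*, had at least 10 counts in 2 libraries each.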

Next we compared the expression of neuronal activity markers between control and *Lhx6*-deficient cortices at P7, a postnatal stage characterized by the highest rate of interneuron cell death (Southwell et al., 2012). This analysis showed a dramatic upregulation of a number of immediate-early genes, including the activity-regulated cytoskeleton-associated protein *Arc* (Tzingounis and Nicoll, 2006), the early growth response protein *Egr1* (French et al., 2001), and *cfos*, in the cortex of *Lhx6*-deficient mice relative to controls (Figures 4E–4J). Interestingly, overexpression of the activity-dependent markers was observed mostly in the deeper layers of the cortex (Figures 4K and 4L), which also showed the highest increase in the number of CGE-derived CIs (Figures 1E, 1F, and 1L). Our gene expression analysis demonstrates a correlation between increased immediate-early gene expression, which is reflective of enhanced network activity, and enhanced survival of CIs in the cortex of *Lhx6* mutant mice.

Next we compared the expression of immediate-early gene markers specifically in CGE-derived CIs labeled with tdT in *Htr3aCre;Ai14;Lhx6*^*−/−*^ versus *Htr3aCre;Ai14;Lhx6*^*+/−*^ mice at P7. First, *cfos* immunostaining showed that the number of cFos^+^tdT^+^ neurons (yellow arrowheads in Figure 4P) was increased in the *Lhx6*-deficient cortex relative to controls, suggesting increases in the activity of CGE CIs (Figures 4O–4Q). To further characterize such changes, we employed RT^2^ profiler PCR array technology (Supplemental Experimental Procedures) to compare the expression of a panel of known activity-associated genes in CGE-derived CIs isolated by flow cytometry from the brain of P7 *Htr3aCre;Ai14;Lhx6*^*−/−*^ and *Htr3aCre;Ai14;Lhx6*^*+/−*^ mice (Table S3). Among the genes upregulated (>1.5-fold change) in CGE CIs from *Lhx6*-deficient brains were a number of genes associated with increased activity levels, including two members of the EGR family (*Egr2* and *Egr3;* DeSteno and Schmauss, 2008, Li et al., 2007), the neurotrophic factor *bdnf* (Hartmann et al., 2001), as well as genes implicated in growth factor signaling, such as insulin-like growth factor 1 (*Igf1*; Mardinly et al., 2016) and the nerve growth factor receptor (*Ngfr*; Meeker and Williams, 2015). These factors and their receptors play a crucial role in the control of neuronal numbers and dendritic growth. Together, these findings identify increased activity of CIs as a potential mechanism that drives their enhanced survival in hyperactive cortical networks.

### Cell-Autonomous Increase in the Activity of CIs Enhances Survival

To directly test whether CI survival is regulated by neuronal activity in a cell-autonomous manner, we transplanted CI precursors expressing designer receptors exclusively activated by designer drugs (DREADDs) and modulated their activity by administering the appropriate ligands (Urban and Roth, 2015). Specifically, the MGE of E14.5 embryos was co-electroporated with a bi-cistronic expression vector encoding the hM3D(Gq) DREADD and red fluorescent protein (RFP) and a control plasmid encoding GFP. Transfected CIs were mechanically dissociated, and the resulting cell suspension was grafted in the cortex of P0–P1 wild-type mice. Because only a fraction of electroporated (GFP^+^) neurons co-expressed hM3D(Gq) (RFP^+^) (Figures 5A–5E), the GFP^+^RFP^–^ population served as an internal control for the effect of DREADD ligands. Indeed, administration of the DREADD ligand clozapine-N-oxide (CNO) selectively increased the activity of transfected GFP^+^RFP^+^ cells (Figure S5). Importantly, CNO treatment (administered twice daily from P14–P17) resulted in an increase in the fraction of GFP^+^RFP^+^ (yellow arrowheads) relative to GFP^+^RFP^–^ (white arrows) cells compared with vehicle-administered littermates (Figures 5F–5J), suggesting that enhanced activity is sufficient to protect CIs from programmed cell death in an otherwise normal brain. Our data provide evidence that neuronal activity modulates the number of CIs in the cortex in a cell-autonomous manner.

**Figure 5:**
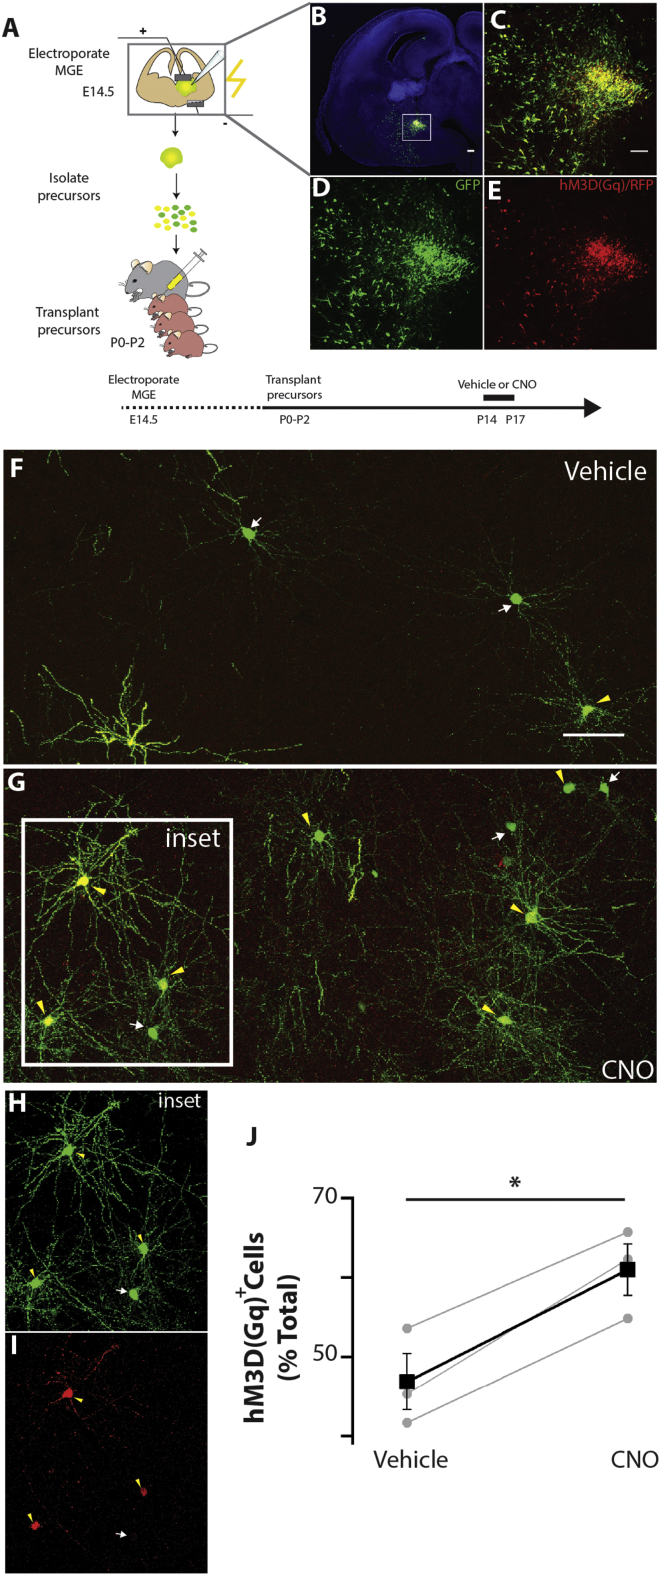
Cell-Autonomous Depolarization of CIs Enhances Their Survival (A) Schematic representation of the brain acute slice electroporation, grafting, and vehicle/CNO administration protocol. Drug administration was targeted to coincide with the peak of apoptosis of transplanted CI progenitors. (B–E) Coronal section from an E14.5 embryo brain transfected with the CAG:IRES:GFP (pGFP) and CAG:hM3D(Gq):IRES:RFP (pDREADRFP) plasmids and cultured for 12 hr (B). The boxed area is magnified to show the expression of both fluorescent reporters (C), GFP only (D), and RFP only (E). (F–I) Representative sections from the somatosensory cortex of P17 mice grafted at P0–P2 with CI precursors transfected with the pGFP and pDREADDRFP plasmids and injected with either vehicle (F) or CNO (G). Yellow arrowheads identify cells expressing both plasmids, whereas green arrows indicate cells expressing GFP only (H and I). The boxed region in (G) is magnified to reveal the expression of GFP (H) and RFP (I). (J) Quantification of RFP^+^ cells found in the forebrain of P17 mice transplanted at P0–P2 (normalized to the total GFP^+^ population). RFP^+^ (vehicle] = 47% ± 3%, CNO = 61% ± 3%, p = 0.01, Student’s paired samples t test, n = 3 vehicle and 3 CNO, minimum of 150 cells counted per brain. See Figure S6 for analysis of the effects of CNO administration in hM3D(Gq)-expressing cells. Scale bars are 200 μm for (B) and 100 μm for (C)–(I).

## Discussion

Distinct physiological mechanisms, collectively referred to as homeostatic plasticity, operate in the nervous system to maintain or restore the balance between excitation and inhibition, even after considerable disruption of network dynamics (Turrigiano, 2012). For such “acute” mechanisms to be effective, it is essential that all physiologically relevant cellular compartments achieve a critical size and correct composition during development. How the output of developmental programs that specify the number and subtypes of neurons matches the functional requirements of mature neuronal circuits remains unclear. Here we provide evidence that modulation of programmed cell death during a critical early postnatal period is a regulatory mechanism that controls, in a homeostatic manner, the number of GABAergic interneurons in the mammalian cortex. Our experiments highlight a critical interplay between the physiological state of the network and its cellular units and suggest a feedback mechanism that fine-tunes the size of the CI population to stabilize brain activity.

Early stages of neural development are often characterized by proliferative expansion of progenitors that create a surplus number of neurons that are later eliminated by apoptosis. For example, the size of motor neuron and sympathetic neuron pools is largely determined during development by the availability of limiting amounts of retrograde pro-survival signals supplied by relevant peripheral targets (Davies, 2003, Oppenheim, 1991). However, the neurotrophic factor paradigm cannot adequately explain the regulation of apoptosis in most regions of the CNS where alternative pathways have been implicated (Dekkers et al., 2013). *In vivo* and *in vitro* studies have demonstrated that survival of cortical PNs is enhanced by network activity and that N-methyl-D-aspartate (NMDA) receptor-mediated synaptic currents modulate rates of apoptosis (Blanquie et al., 2017, Ikonomidou et al., 1999; reviewed by Bell and Hardingham, 2011). In addition, apoptosis of adult-generated neurons, such as olfactory bulb interneurons and dentate gyrus granule cells, can be dramatically influenced by the activity of the mature networks into which they integrate (Bovetti et al., 2009, Corotto et al., 1994, Mu et al., 2015, Petreanu and Alvarez-Buylla, 2002, Rochefort et al., 2002, Tashiro et al., 2006), probably through a cell-autonomous mechanism (Lin et al., 2010). Contrasting these studies, Southwell et al. (2012) demonstrated recently that, in rodents, a large fraction of CIs (∼40%) are eliminated by a program of apoptosis that is intrinsic to this cell lineage. Our genetic lineage tracing experiments in *Lhx6* mutants argue against a rigid and intrinsically determined program of apoptosis of CI progenitors and suggest a considerable degree of developmental plasticity driven ultimately by the physiological state of the network. This view is supported by the preferential survival of either wild-type CI progenitors grafted into the hyperactive cortex of *Lhx6*-deficient animals (Figure 3) or by chemogenetically activated MGE-derived CIs grafted into the cortex of wild-type animals (Figure 5). Together with the modulation of endogenous CI numbers in the *Lhx6* mutant cortex, our findings suggest an overarching mechanism for the control CI number in the pallium during development, whereby inhibitory interneurons monitor the activity of their local environment and adjust the level of apoptosis in a cell-autonomous manner. Interestingly, the enhanced apoptosis of immature CIs observed in response to pharmacological inhibition of NMDA receptors (Roux et al., 2015) suggests that excitatory glutamatergic neurotransmission may play a role in this regulatory pro-survival response. In line with this view, cell autonomous increases in the activity of CIs improves their survival through a calcineurin-mediated pathway (Priya et al., 2018).

Other studies have also shown apparent compensatory forms of plasticity in response to the loss of CI subtypes. Deletion of the *Lhx6*-dependent effector gene *Sox6* in postmitotic immature interneurons was associated with a dramatic decrease in the number of Pv^+^ and Sst^+^ interneurons but no change in the total number of CIs (Azim et al., 2009, Batista-Brito et al., 2009). Although an increase of NPY^+^ interneurons was reported in these studies, the mechanisms that maintain the total number of CIs in *Sox6* mutants remain unclear. Also, conditional inactivation of the orphan nuclear receptor *Nrf1* (*COUP-TFI*) in interneuron progenitors resulted in a decreased number of CR^+^ and VIP^+^ CIs and a concomitant increase of PV- and NPY-expressing subtypes without affecting the total number of GABAergic interneurons in the cortex (Lodato et al., 2011). Although this compensation was thought to result from enhanced proliferation of CI progenitors, it is possible that changes in apoptosis also contribute to this phenotype. Our data, in agreement with Priya et al. (2018), show that regulation of CI apoptosis is subtype-specific. For example, among the *Lhx6*-independent CGE-generated CIs, only Reelin^+^ neurons increase in number following *Lhx6* deletion (Figures 1M and S2). The subtype-specific response of CIs to activity is not solely restricted to apoptosis because recent studies have shown that silencing CGE-derived interneurons results in defects in radial migration, cell morphology, and synaptic development of Reelin^+^ but not VIP^+^ CIs (De Marco García et al., 2011, De Marco García et al., 2015). Although it has also been suggested that MGE-derived CIs are more sensitive to hyperpolarization than CGE-derived CIs (Close et al., 2012), we find that CGE-derived CIs strongly modulate their levels of apoptosis in *Lhx6* mutants (Figure 2T). However, whether this is a result of increases in high network activity (Figures 4E–4L) or by a different molecular pathway still remains to be established. Further analysis of the set of candidate genes we identified in CGE-derived CIs isolated by flow cytometry may help clarify the mechanisms behind the cell-specific modulation of apoptosis in CIs. Our results also shed new light on the many functions of *Lhx6* in the development of MGE-derived CIs. Here, we show that MGE CIs lacking *Lhx6* have increased rates of apoptosis from early post-natal stages (certainly by P2; Figures 2S and 2U), with only a small fraction of CIs undergoing a previously observed change to a CGE fate (Figures S1M and S1N; Vogt et al., 2014). However, it is unclear what role the remaining MGE-derived mutant cells play during development. Our results suggest that the majority of these cells fail to integrate into a functional network, as evidenced by their abnormal accumulation in the cortical margins and high rates of apoptosis.

Our results provide evidence for a simple mechanism that controls the number of inhibitory interneurons in the cortex. We propose that the temporal overlap between developmental programs that dictate the size (and thus the functional output) of the CI complement and the emerging activity of cortical networks allows for the engagement and cross-regulation of the two processes until an optimal activity set point is attained. Several preclinical models of CI-based cell therapies have been established for the treatment of epileptic seizures (Alvarez Dolado and Broccoli, 2011, Southwell et al., 2014, Tyson and Anderson, 2014). Our present data argue that increased activity levels in the host brain, typically observed in epileptic encephalopathy mouse models (Batista-Brito et al., 2009, Hedrich et al., 2014), or increased activity in transplanted CIs will provide favorable conditions for the survival of grafted CI progenitors. Characterizing the pro-survival patterns of neuronal activity and identifying the CI subtypes best suited for transplantation may improve the effectiveness of these nascent therapies.

## Experimental Procedures

### Animals

All procedures involving mice were approved by the ethical review panel at King’s College London (KCL) and National Institute for Medical Research in accordance with the United Kingdom Animals (Scientific Procedures) Act (1986). A conditional *Lhx6* allele (*Lhx6*^*fl*^) was generated via homologous recombination using a targeting construct in which loxP sites were placed in non-coding regions just 5′ to coding exon 1b and 3′ to coding exon 3 (Figure S1A). The Tg(Nkx2-1-cre)1Wdr (Mouse Genome Informatics [MGI]:3761164, shortened here as *Nkx2.1-Cre*; Kessaris et al., 2006), Slc32a1^tm2(cre)Lowl^ (MGI:5141270, shortened here as *VGat-Cre*; Vong et al., 2011), Tg(Htr3a-cre)NO152Gsat (MGI:5435492, shortened here as *Htr3a-Cre*, generated by The Gene Expression Nervous System Atlas [GENSAT] Project, The Rockefeller University, New York), and Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^ (MGI:3809524, shortened here as Ai14; Madisen et al., 2010), Lhx6^tm2Vpa^ (MGI:3702518, shortened here as *Lhx6*^*−*^; Liodis et al., 2007), and *Lhx6*^*fl*^ animals were maintained on a mixed background and genotyped as described previously. Both male and female mice were used in all experiments.

### GE Cell Transplantations

Both medial and caudal ganglionic eminences were dissected from E14.5 Gad1^tm1.1Tama^ (MGI:3590301, shortened here as *GAD67-GFP*; Tamamaki et al., 2003) heterozygote embryos, dissociated as previously described (Du et al., 2008), and the resulting cell suspension was grafted into the cortices of control (*Lhx6*^*+/−*^) and mutant (*Lhx6*^*−/−*^) neonatal pups (P0–P1). One single injection was made into the cortex of each pup. The same needle was used for all injections to pups of the same litter, and between injections, the needle was inspected to verify that the same cell suspension volume was injected. Grafted animals were transcardially perfused at P16. Only litters containing at least one mutant and one control mouse were analyzed, and values for mutants were normalized to the average number found in the control littermates, injected with the same cell suspension.

### MGE Electroporation and Cell Transplantations

*Ex vivo* electroporation of MGE in embryonic brain slices (E14) was conducted as described previously (Stühmer et al., 2002). Twelve hours after electroporation of a mixture of pCAGGS-hM3D(Gq)-IRES (internal ribosome entry site)-RFP and pCAGGS-IRES-GFP plasmids, the MGE regions with the strongest GFP signal were dissociated as described previously (Du et al., 2008). The resulting cell suspension was grafted into neonatal (P0–P1) cortices of wild-type mice (6 injections per brain/3 per hemisphere) as described above. Cohorts of littermates grafted with the same cell suspension were divided in two groups: one group was injected intraperitoneally twice per day (every 12 hr) with 1 mg/kg CNO (Tocris Bioscience) (diluted in vehicle: 0.5% DMSO containing saline), whereas a control group was injected with vehicle only from P14 until P17 (one injection only at P17). Mice where then transcardially perfused within 1 hr from the last injection, and dissected brains were processed for immunohistochemistry. Only experiments where GFP^+^ cells were identified in at least one animal from each group were analyzed.

### Statistical Methods

All mean, SE, and statistical tests were calculated using standard statistical routines in Igor Pro or Excel. n is taken as the number of animals. In Table S1, we present detailed information of the statistical tests used to assess significance.

# Supplementary material for: Modulation of Apoptosis Controls Inhibitory Interneuron Number in the Cortex
**Source:** Cell Rep. 2018 Feb 13;22(7):1710–21. doi: 10.1016/j.celrep.2018.01.064
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Tables S1 and S3

**Cell Reports, Volume 22**

## **Supplemental Information**

### **Modulation of Apoptosis Controls Inhibitory**

### **Interneuron Number in the Cortex**

**Myrto Denaxa, Guilherme Neves, Adam Rabinowitz, Sarah Kemlo, Petros Liodis, Juan Burrone, and Vassilis Pachnis**

## Supplemental Experimental Procedures:

**Lhx6 conditional mice and genotyping:** A conditional *Lhx6* allele was generated via homologous recombination using a targeting construct in which loxP sites were placed in non-coding regions just 5' to coding exon 1b, and 3' to coding exon 3 (Figure S1 A). The 5' homology is made up from a 3.1 kb *XbaI*–*SacI* fragment containing the 5' upstream region and the first exon (1a) of *Lhx6*, whereas the 3' homology is made up from a 5.4 kb *ApaI*–*NheI* fragment. For the *Lhx6* targeting vector, the 2 kb genomic fragment between the homology regions is replaced by a 4 kb cassette, containing the following: (1) the 1b, 2 and 3 coding exons flanked by loxP sites (2) the neomycin resistance gene under the control of the phosphoglycerate kinase (PGK) promoter (PGK-Neo) flanked by FRT sites. Targeting constructs were linearized and electroporated into E14Tg2A embryonic stem (ES) cells. Targeted clones were identified and analyzed in detail by Southern blotting using the 5' and 3' external probes indicated in Figure S1B. Germline transmission of the mutant alleles was achieved using standard protocols. The phenotypic analysis presented was performed on animals from which the PGK-Neo cassette was removed by crossing founder *Lhx6<sup>FL/+</sup>* animals with the *Tg(ACTFLPe)9205Dym* transgenic line (MGI:2448985, Rodriguez et al., 2000). Deletion was confirmed using Southern blotting analysis. For the maintenance of the *Lhx6<sup>FL</sup>* colony, we performed PCR using the following primers: F:5'-CTCGAGTGCTCCGTGTGTC-3', R:5'-GGAGGCCCAAAGTTAGAACC-3'.

**Animals:** Animals were bred and housed in accordance with the United Kingdom Animals (Scientific Procedures) Act (1986). The *Tg(Nkx2-1-cre)1Wdr* (MGI:3761164, shortened here as *Nkx2.1Cre*, Kessar et al., 2006), *Slc32a1<sup>tm2(cre)Lowl</sup>* (MGI:5141270, shortened here as *VGatCre*, Vong et al., 2011), *Tg(Htr3a-cre)NO152Gsat* (MGI:5435492, shortened here as *Htr3aCre*, generated by The Gene Expression Nervous System Atlas –GENSAT - Project, The Rockefeller University - New York), *Gt(ROSA)26Sor<sup>tm14(CAG-tdTomato)Hze</sup>* (MGI:3809524, shortened here as *Ai14*, Madisen et al., 2010), *Lhx6<sup>tm2Vpa</sup>* (MGI:3702518, shortened here as *Lhx6<sup>+</sup>*, Liodis et al., 2007) and *Lhx6<sup>fl</sup>* animals were maintained on a mixed background and genotyped as described previously. To generate productive crosses, *Cre-positive;Lhx6<sup>+/-</sup>* males were mated with *Lhx6<sup>fl/fl</sup>;Ai14* or *Lhx6<sup>+/-</sup>;Ai14* females and the resulting littermates were analyzed.

**Illumina RNA-Seq library preparation, sequencing and analysis:** Illumina RNA-Seq libraries were made with 1 µg of total RNA according to the manufacturer's protocol. The only deviation from the protocol was to use the e-gel clone well system (Invitrogen) for fragment size selection. Total RNA was extracted from the forebrain of P15 mice. Each sample was composed of two animals. Four samples for *Lhx6<sup>+/-</sup>* and three samples for *Lhx6<sup>-/-</sup>* mouse brains were collected and further analysed. 36 base pair single end sequencing was undertaken using an Illumina GA IIx DNA sequencer. FASTQ reads were trimmed with CutAdapt (<http://journal.embnnet.org/index.php/embnnetjournal/article/view/200/479>) to remove adapter contamination and low quality sequence. Reads were aligned to the Ensembl GRCm38.84 version of the mouse transcriptome using Bowtie2 (Langmead and Salzberg, 2012). Expected gene counts were extracted from the alignments using RSEM (Li and Dewey, 2011). Differential expression analysis was then performed using DESeq2 package (Love et al., 2014). Significance was assigned to genes with an adjusted p-value of ≤ 0.05. Summary information on differentially expressed genes is provided in Table S2. Significance enrichment of differentially expressed genes with gene lists obtained from other studies were identified using the hypergeometric test. To correct for multiple-hypothesis-testing a false-discovery rate was calculated from the resultant p-values. **Heatmaps:** The log2-fold-change expression, of each gene in each sample, was calculated relative to the mean expression of the gene across all samples. Hierarchical clustering of the samples was performed on the euclidean distances between the log2-fold-change values for each sample.

**Quantification of CGE-derived CI transcripts:** For quantification of transcripts in CGE-derived CIs, P7 brains were dissociated (papain dissociation system, Worthington, Lorne) and tdT<sup>+</sup> cells were isolated by flow cytometry (FACS ARIAll, Becton-Dickinson; typically, a yield of 60,000 cells). Total RNA was purified (RNeasy microKit, Qiagen) and subjected to reverse transcription (RT<sup>2</sup> First Strand, Qiagen) and quantitative PCR according to manufacturer's instructions (RT<sup>2</sup> Profiler PCR plasticity pathway-focused gene expression array, Qiagen). Results presented in Table S3 represent were obtained from two *Htr3aCre;Ai14;Lhx6<sup>-/-</sup>* and two *Htr3aCre;Ai14;Lhx6<sup>+/-</sup>* samples.

**Expression constructs:** Full length cDNA for hM3D(Gq) from plasmid pAAV-hSyn-HA-hM3D(Gq)-IRES-mCitrine (Addgene, 50463), was cloned into a modified pCAGGS-IRES-RFP vector (a gift from Francois Guillemot - CRICK), resulting in pCAGGS-hM3D(Gq)-IRES-RFP. The pCAGGS-IRES-GFP was a gift from James Briscoe (CRICK).

**GE cell transplantations:** Both medial and caudal ganglionic eminences were dissected from E14.5 *Gad1<sup>tm1.1Tama</sup>* (MGI:3590301, shortened here as *GAD67::GFP*, Tamamaki et al., 2003) heterozygote embryos,

dissociated as previously described (Du et al., 2008), and the resulting cell suspension was grafted into the cortices of *Lhx6* control and mutant neonatal pups (P0-P1). One single injection has been performed into the cortex of each pup, by using the micro-injector unit set-up from the VEVO injection system (VisualSonics). Each injection (69 nl) has been performed at a slow injection rate (23nL/sec) with needles according to the recommended dimensions of the manufacturer. The same needle has been used for all injections to pups of the same litter, and between each injection the needle has been inspected to verify the same cell suspension volume was injected. Grafted animals were transcardially perfused at P16, and dissected brains were processed for immunohistochemistry. Only litters containing at least one *Lhx6*<sup>-/-</sup> (mutant) and one *Lhx6*<sup>+/+</sup> (control) mouse were analysed, and values for mutants were normalized to the average number found in the control littermates, injected with the same cell suspension.

***MGE electroporation and cell transplantations:*** *Ex vivo* electroporation of MGE in embryonic brain slices (E14) was conducted as described previously (Stuhmer et al., 2002). Twelve hours after electroporation of a mixture of pCAGGS-hM3D(Gq)-IRES-RFP and pCAGGS-IRES-GFP plasmids, MGE regions with the strongest GFP signal were dissociated as previously described (Du et al., 2008). The resulting cell suspension was grafted into neonatal (P0-P1) cortices of wild type mice (6 injections per brain/3 per hemisphere) as described above. Cohorts of littermates grafted with the same cell suspension were divided in two groups: one group was injected intraperitoneally twice per day (every 12 hrs) with 1mg/kg CNO (Tocris Bioscience) (diluted in vehicle - 0.5% DMSO containing saline); while a control group was injected with vehicle only, from P14 until P17 (one injection only at P17). Mice were then transcardially perfused within 1 hr from the last injection, and dissected brains were processed for immunohistochemistry. Only experiments where GFP<sup>+</sup> cells were identified in at least one animal from each group were analysed.

***In utero electroporations:*** *In utero* electroporation was carried out using a protocol adapted from (Saito and Nakatsuji, 2001). Briefly, timed-pregnant wild type CD-1 female mice were anesthetized with a mix of oxygen-isoflurane before the abdomen was opened and the uterine horns exposed. The DNA solution was injected into the lateral ventricle of E14.5 embryos using a glass micropipette. Approximately 0.5 microliters of a solution containing Tris-HCl (10 mM), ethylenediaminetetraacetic acid (EDTA, 1 mM), Fast green dye (0.5% w/v) and a mixture (3:1 molar ratio) of pCAGGS-hM3D(Gq)-IRES-RFP and pCAGGS-IRES-GFP plasmids (total DNA concentration  $\approx$  1 mg/ml) was injected. Five square electric pulses (40 V, 50 ms) were passed at 1 s intervals using a square-wave electroporator (CUIY21EDIT, NEPA GENE Co.). At P21 a group of mice received an intraperitoneal injection of 1mg/kg CNO (Tocris Bioscience) (diluted in vehicle - 0.5% DMSO containing saline) and were transcardially perfused and processed for immunohistochemistry with GFP, RFP and cfos antibodies. A group of control mice did not receive CNO injections.

***Immunostaining:*** For immunostaining on brain sections from P16 mice or older, animals were transcardially perfused with 4% PFA and brains were post-fixed overnight (O/N). Vibratome (60 or 100  $\mu$ m) sections were permeabilized with PBT [0.5% Triton X-100 in PBS (0.5% PBT)] for 1 hr at room temperature (RT), blocked in 10% FCS in PBT (0.3% Triton X-100 in PBS; 2 hrs; RT), and incubated with primary antibodies diluted in blocking solution at 4°C, O/N. After 3 washes with PBT, sections were incubated with secondary antibodies diluted in blocking solution at RT for 2 hrs, washed in PBT, and mounted using Vectashield (Vector) medium. For immunostaining on brain sections from embryos (E14.5, E16.5) or P2/P7 mouse pups, dissected brains were fixed in 4% PFA in PBS at 4°C, O/N. Cryostat sections (14  $\mu$ m) were permeabilized in 0.1% Triton X-100 in PBS (0.1% PBT) for 5 min, and processed as above. The following antibodies were used: rabbit polyclonal anti-cFos (Calbiochem; 1/10.000), mouse monoclonal anti-cFOS (Santa-Cruz, sc-166940; 1/500), rabbit polyclonal anti-GFP (Invitrogen; 1/1000), rat monoclonal anti-GFP (Invitrogen; 1/1000), mouse monoclonal anti-GFP (Invitrogen; 1/1000), rabbit polyclonal anti-Lhx6 (Lavdas et al., 1999; 1/250–1000), rabbit polyclonal anti-Parvalbumin (Swant, PV25; 1/1000), goat polyclonal anti-Parvalbumin (Swant, PV213; 1/1000), rabbit anti-PH3 (Millipore, 05-636; 1/200), rabbit polyclonal anti-RFP (Abcam; 1/500), mouse monoclonal anti-Reelin (Millipore, MAB5364; 1/500), rabbit polyclonal anti-Sox6 (Abcam, AB30455; 1/4000), goat polyclonal anti-Sp8 (Santa-Cruz, sc-104661; 1/1000), rat monoclonal anti-SST (Millipore, MAB354; 1/1000), rabbit polyclonal anti-VIP (Immunostar, 20077; 1/1000). Secondary antibodies used were as follows: Alexa Fluor 488-conjugated donkey anti-mouse, anti-rat, anti-goat and anti-rabbit and Alexa Fluor 568-conjugated donkey anti-mouse, anti-rat, anti-goat and anti-rabbit (all from Invitrogen; all 1/500).

***In situ hybridization histochemistry (ISHH):*** ISHH was carried out essentially as described (Schaeren-Wiemers and Gerfin-Moser, 1993). The Arc-specific and Egr1-specific riboprobes were a gift from Dr. Tahebayashi.

***EdU (5-ethynyl-2'-deoxyuridine) injection/staining:*** A stock solution of 10mg/ml EdU (Invitrogen, E10187) was prepared in DPBS (Life technologies, 14190-094). Pregnant females were injected intraperitoneally with 3 $\mu$ l/g weight of each mouse. To study the fraction of cells in the S-phase of the cell cycle, pregnant females were

injected 1 hour prior to embryo harvest. Brain cryosections from E14.5 or E16.5 embryos were first processed for immunohistaining (PH3) and then EdU detection according to the manufacturer's protocol.

***Tunel (terminal deoxynucleotidyl transferase-mediated dUTP nick end-labelling) assay:*** In order to detect cells that are undergoing apoptotic cell death, we used the ApopTag Green *In Situ* Apoptosis Detection Kit (Invitrogen, S7111) and followed manufacturer's instructions. Briefly, immunostained sections were fixed for 10 minutes with 4% PFA, washed with PBS and post-fixed further with an EtOH/Acetic Acid (2:1) mix. Upon equilibration with the appropriate buffer, sections were incubated with TdT enzyme mix for 1 hour at 37°C. The reaction was then stopped with STOP buffer, sections were washed and slides were incubated with fluorescein conjugated anti-DIG mix in a dark humidified chamber, for 30 minutes at room temperature. Slides were then washed thoroughly with PBS and mounted with Vectashield-DAPI mounting medium.

***Image analysis:*** Cell counting for all post-natal stages was performed from coronal sections in the cortical region. Images were acquired using a confocal microscope (×20 magnification), taking care for all pairwise comparisons to be acquired in the same imaging session with the same acquisition settings. Cells were manually identified in columnar regions spanning the pial-white matter extent of the cortex across different bregma levels between +2 and -3 mm (as defined in Paxinos et al., 2001) or equivalent regions in the early post-natal stages (shown in Figures 2A-2L). Bregma regions were closely matched for each pairwise comparison. No obvious changes in the reported changes were detected between different bregma regions (e.g. results in Figures 1H-1P are similar to Figure S2). tdT<sup>+</sup> cell numbers in Figures 1G-1I, S2A and S2D were divided by the total surface area counted (measured in ImageJ) to obtain cell densities (expressed as cells per mm<sup>2</sup>). For layer distribution analysis (Figure 1J- 1L), the cortical column was divided in the different cortical layers, identified by DAPI nuclear staining. Numbers for each layer are expressed as a fraction of all the cells counted. Some measurements were normalized to the average density observed for control animals in each pairwise comparison. For analysis of specific CI subpopulations (Figures 1M-1P, S2B, S2C, S2E and S2F, separate channels were acquired and markers were initially assessed independently, and were later combined to assess co-localization using the ImageJ software.. Essentially similar methods were used for analysis of apoptosis of fate mapped CI populations (Figures 2S-2U) and characterization of the MGE CI population in *Lhx6* conditional mutants (Figures S1I-S1N), except that cell numbers were normalized to the size of the tdT<sup>+</sup> population. For Figures 1G-1P analysis was restricted to the primary somatosensory cortex (as defined in Paxinos et al., 2001), while for Figure S2 countings were performed in the primary motor cortex. For Figures 2I-2M, and S1G-S1M countings were performed for at least 4 different matched bregma levels and measurements were averaged to obtain cell densities for each animal. For analysis of survival of grafted GAD67::GFP<sup>+</sup> CIs (Figure 3I), cells present in the cortex in all sections were counted. Numbers for each litter (independently shown in Figure 3 H) were normalized to the average number found in the *Lhx6*<sup>+/-</sup> animals, a minimum of 500 cells were counted per brain. For analysis of grafted cell dispersion (Figure 3G), cell counts in each section (for all littermates transplanted with that same cell suspension) to the maximum number of cells observed in the the litter (always a mutant section), We then sorted the sections for each brain by distance (in the anterior-posterior axis) to the section with maximum observed cell count for that brain. For analysis of survival of grafted CIs transfected with hM3D(Gq) expressing constructs (Figure 5J) GFP<sup>+</sup> cells present in the cortex in all sections were counted and assessed for RFP expression. Numbers of double positive cells (RFP<sup>+</sup>GFP<sup>+</sup>) were expressed as a fraction of total GFP<sup>+</sup> population for each brain, a minimum of 150 cells were counted per brain. In the graph lines connect markers corresponding to animals grafted with the same cell suspension and given different treatments (vehicle or CNO). For analyses of soma size (Figure S4), an oval shaped region of interest (ROI) was drawn just inside the soma region of cells that were judged to be in focus. The area size of the ROIs was measured. Area sizes were measured from at least three different brains in matched bregma levels. For analysis of nuclear cfos expression (Figure S5) images were acquired at 40X magnification. The cfos channel was analysed independently, by drawing oval shaped ROIs inside the nuclear region of all nuclei present in the image, at the Z slice with highest fluorescent intensity. Average fluorescent intensity was measured for all ROIs in both the cfos channel and the RFP channel. Measurements in the cfos channel were divided in two groups based on RFP intensity. All cfos intensity measurements were normalized to the median intensity of the group with RFP expression below threshold. All imaging and analysis were done by an experimenter blind to the experimental condition. All values are presented as mean ± standard error of the mean. All results presented in Figures are presented in the Table S1, accompanied by the statistical test used to assess significance.

### Supplemental References:

- Du, T., Xu, Q., Ocbina, P.J., and Anderson, S.A. (2008). NKX2.1 specifies cortical interneuron fate by activating Lhx6. *Development* 135, 1559-1567.
- Kessaris, N., Fogarty, M., Iannarelli, P., Grist, M., Wegner, M., and Richardson, W.D. (2006). Competing waves of oligodendrocytes in the forebrain and postnatal elimination of an embryonic lineage. *Nat Neurosci* 9, 173-179.
- Langmead, B., and Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie 2. *Nat Methods* 9, 357-359.
- Lavdas, A.A., Grigoriou, M., Pachnis, V., and Parnavelas, J.G. (1999). The medial ganglionic eminence gives rise to a population of early neurons in the developing cerebral cortex [In Process Citation]. *J Neurosci* 19, 7881-7888.
- Li, B., and Dewey, C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12, 323.
- Liodis, P., Denaxa, M., Grigoriou, M., Akufo-Addo, C., Yanagawa, Y., and Pachnis, V. (2007). Lhx6 activity is required for the normal migration and specification of cortical interneuron subtypes. *J Neurosci* 27, 3078-3089.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15, 550.
- Madisen, L., Zwingman, T.A., Sunkin, S.M., Oh, S.W., Zariwala, H.A., Gu, H., Ng, L.L., Palmiter, R.D., Hawrylycz, M.J., Jones, A.R., *et al.* (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat Neurosci* 13, 133-140.
- Paxinos, G., Franklin, K.B.J., and Franklin, K.B.J. (2001). *The mouse brain in stereotaxic coordinates*, 2nd edn (San Diego: Academic Press).
- Rodriguez, C.I., Buchholz, F., Galloway, J., Sequerra, R., Kasper, J., Ayala, R., Stewart, A.F., and Dymecki, S.M. (2000). High-efficiency deleter mice show that FLPe is an alternative to Cre-loxP. *Nat Genet* 25, 139-140.
- Saito, T., and Nakatsuji, N. (2001). Efficient gene transfer into the embryonic mouse brain using in vivo electroporation. *Dev Biol* 240, 237-246.
- Schaeren-Wiemers, N., and Gerfin-Moser, A. (1993). A single protocol to detect transcripts of various types and expression levels in neural tissue and cultured cells: in situ hybridization using digoxigenin-labelled cRNA probes. *Histochemistry* 100, 431-440.
- Stuhmer, T., Puelles, L., Ekker, M., and Rubenstein, J.L. (2002). Expression from a Dlx gene enhancer marks adult mouse cortical GABAergic neurons. *Cereb Cortex* 12, 75-85.
- Tamamaki, N., Yanagawa, Y., Tomioka, R., Miyazaki, J., Obata, K., and Kaneko, T. (2003). Green fluorescent protein expression and colocalization with calretinin, parvalbumin, and somatostatin in the GAD67-GFP knock-in mouse. *J Comp Neurol* 467, 60-79.
- Vong, L., Ye, C., Yang, Z., Choi, B., Chua, S., Jr., and Lowell, B.B. (2011). Leptin action on GABAergic neurons prevents obesity and reduces inhibitory tone to POMC neurons. *Neuron* 71, 142-154.

**Figure S1**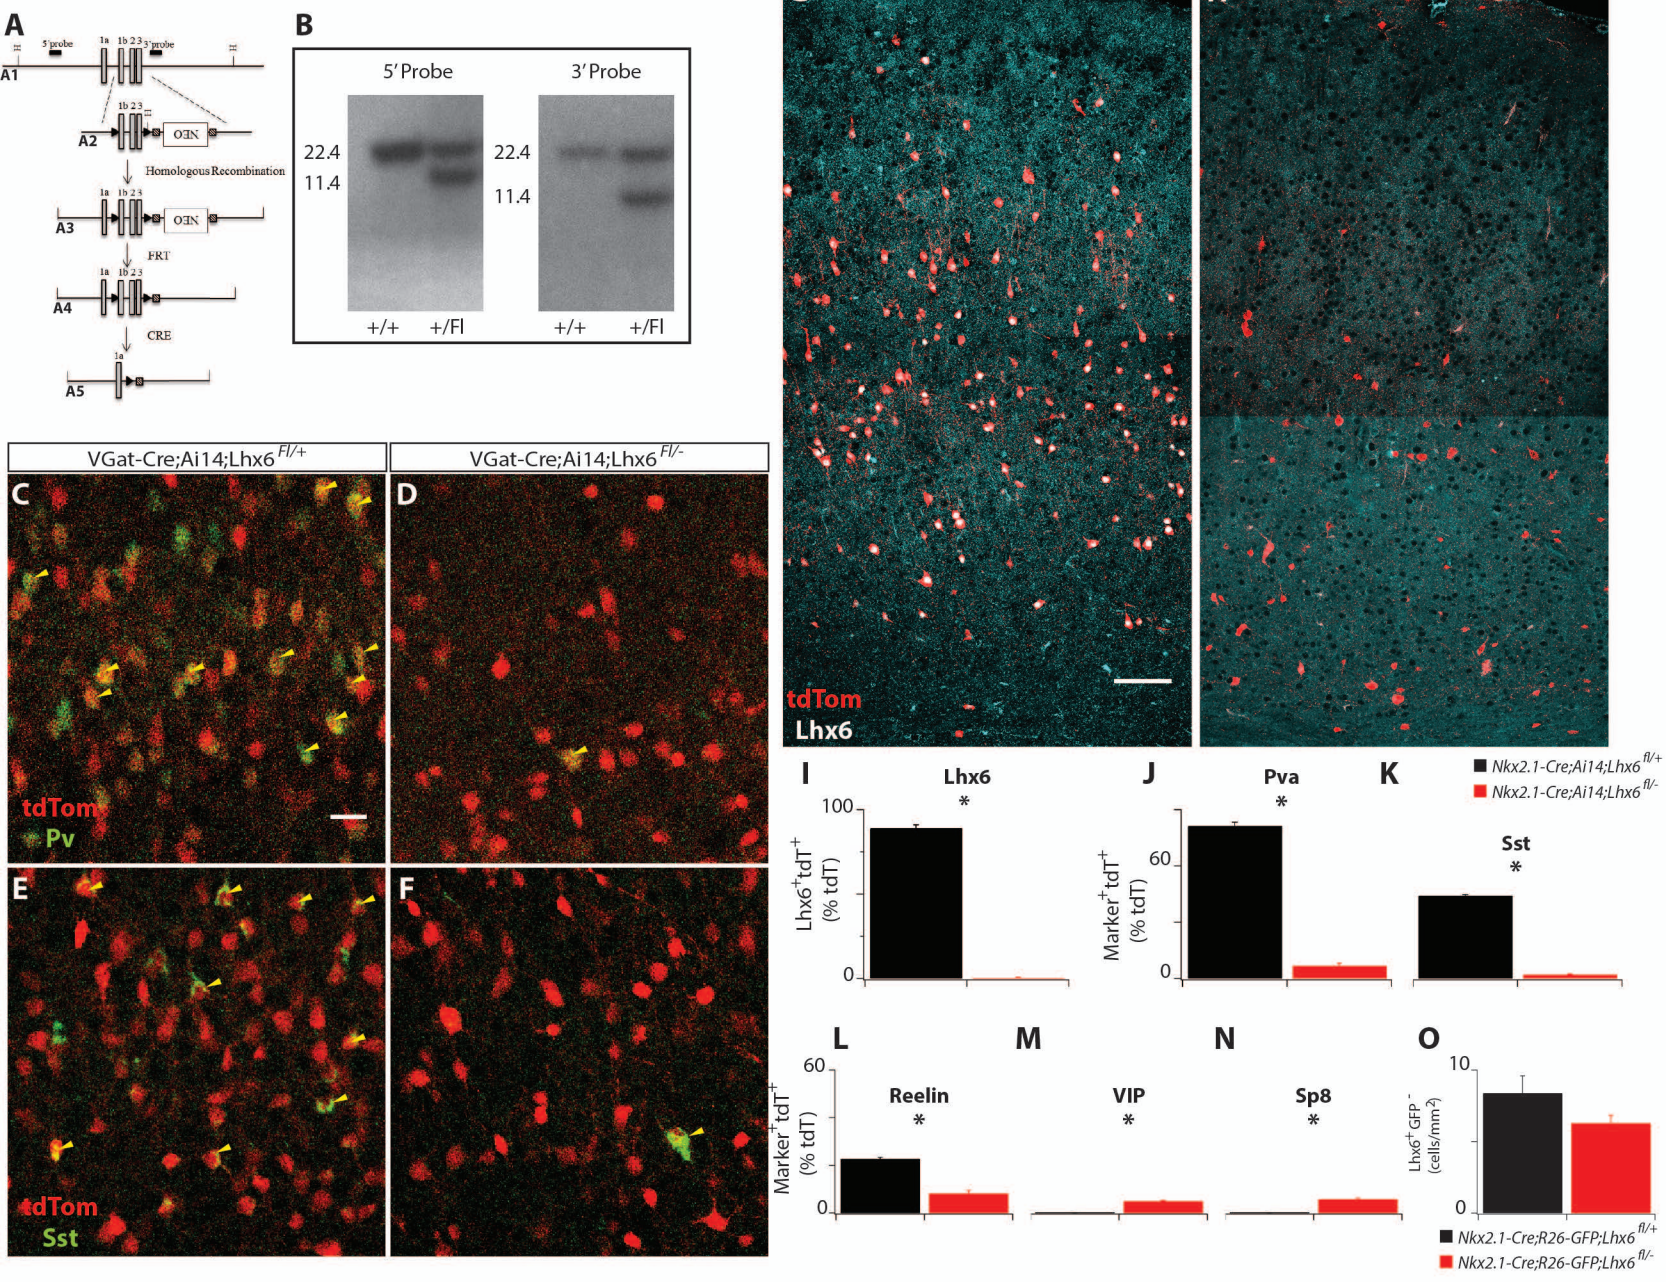

**Figure S1:** Generation and characterization of a conditional *Lhx6* allele (A) Schematic representation of the strategy used to generate the *Lhx6*<sup>fl</sup> allele by homologous recombination. A1 shows the targeted region of the wild-type *Lhx6* locus. Exons 1a, 1b (generated by alternative splicing), 2 and 3 as well as the probes used for Southern blot analysis are indicated. H, HindIII. A2 shows the targeting construct including exons 1b, 2 and 3 flanked by loxP sites and PGK-Neo positive selection cassette flanked by FRT sites. The targeted *Lhx6* allele following homologous recombination and removal of the PGK-Neo cassette (by FlpE-induced recombination of the FRT sites) is shown in A3 and A4, respectively. A5, following CRE-mediated recombination exons 1b, 2 and 3 are deleted. (B) Southern Blot analysis of HindIII digested genomic DNA from wild type (*Lhx6*<sup>+/+</sup>) and *Lhx6*<sup>fl/+</sup> animals hybridized with 5' and 3' homology probes verifying the generation of the *Lhx6*<sup>fl</sup> allele. (C,F) Coronal sections from the somatosensory cortex of P18 control *VGat-Cre;Ai14;Lhx6*<sup>+/fl</sup> (Ctrl; C,E) or mutant *VGat-Cre;Ai14;Lhx6*<sup>fl/-</sup> (Mut; D,F) littermates were immunostained with polyclonal antibodies against Pv (C,D) or Sst (E,F). Note a large fraction of CIs (tdT<sup>+</sup>, in red) express Pv and Sst (arrowheads) in control, but not in mutant sections. (G,H) Cryosections from the somatosensory cortex of P18 control *Nkx2.1-Cre;Ai14;Lhx6*<sup>+/fl</sup> (Ctrl; G) or mutant *Nkx2.1-Cre;Ai14;Lhx6*<sup>fl/-</sup> (Mut; H) littermates were immunostained with a polyclonal Lhx6 antibody. The *Lhx6*<sup>fl</sup> allele was recombined with the *Nkx2.1::Cre* transgene and recombination was followed using the Cre-dependent Ai14 (tdT) reporter. Lhx6 expression (blue) is undetectable in MGE CIs (red) in *Lhx6*<sup>fl/-</sup> mice. (I) Quantification of Lhx6<sup>+</sup> MGE-derived CIs in Ctrl and Mut mice. (J-N) Quantification of the co-localization of MGE and CGE markers in Ctrl and Mut mice. Note the dramatic reduction of MGE specific CI markers and the appearance of residual expression of CGE-specific markers. (O) Quantification of Lhx6<sup>+</sup> not expressing GFP (reporter of Cre recombination) in Ctrl and Mut mice. Scale bars: 50 microns (C-F), Data expressed as mean ± SEM. Statistical significance evaluated using Student's t-test, \* denotes p < 0.05.

Figure S2

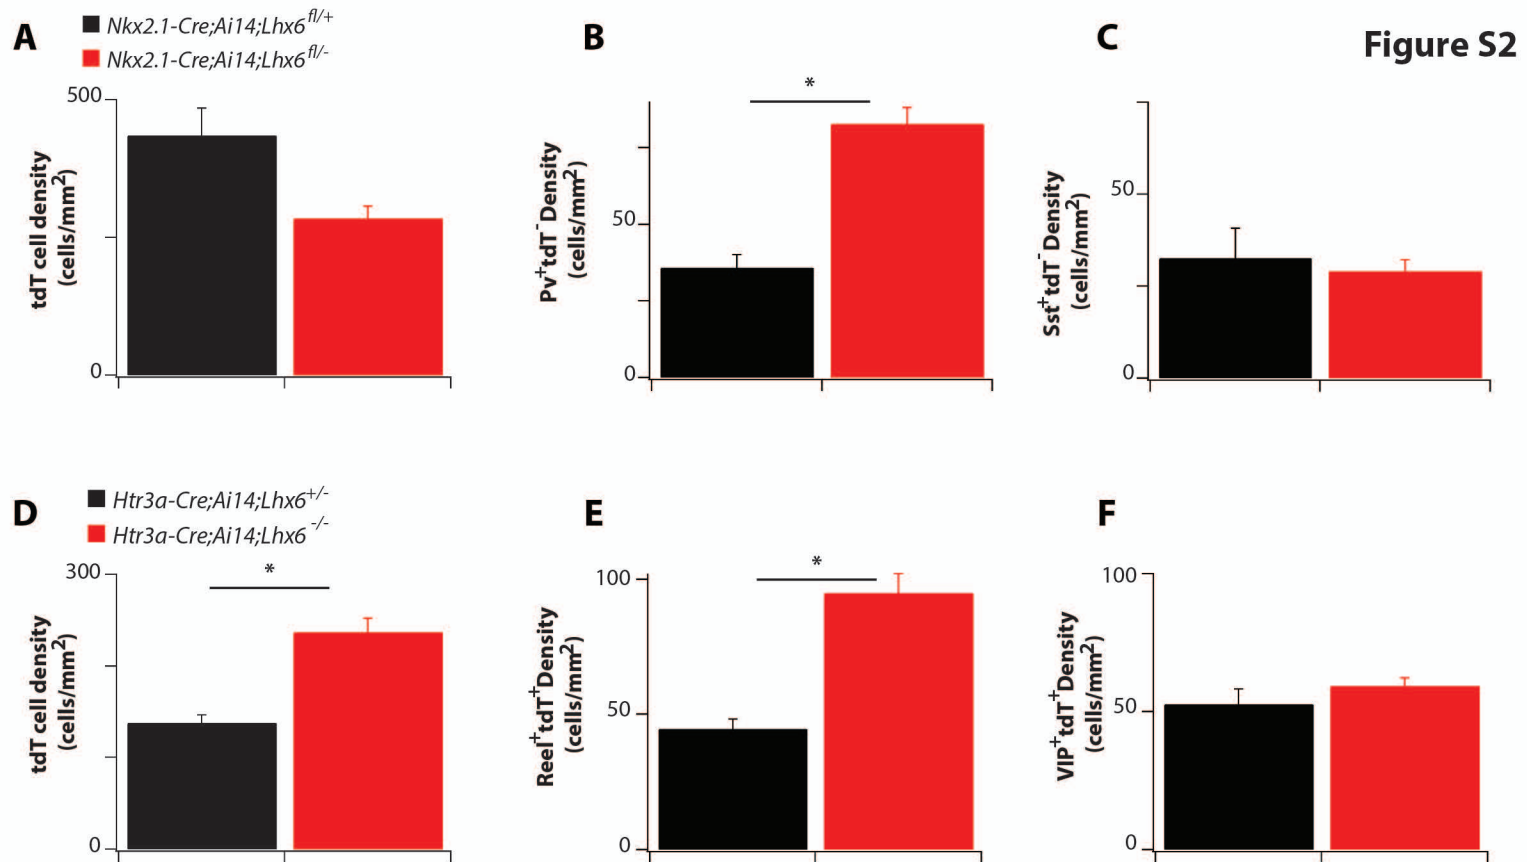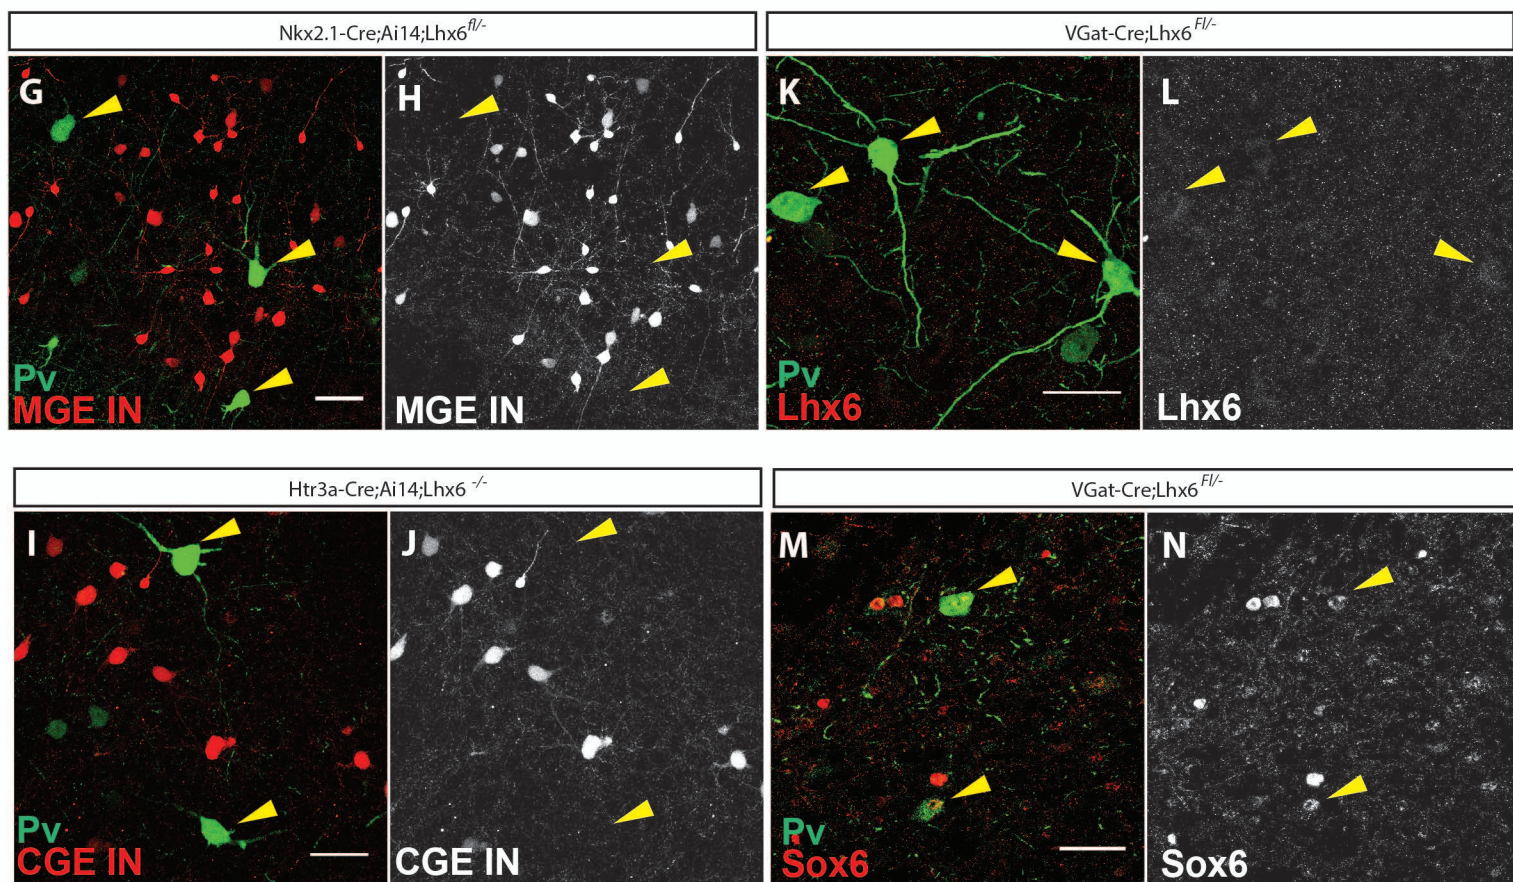

**Figure S2: Characterisation of CIs in mature (P18) *Lhx6* control and mutant brains, related to Figure 1.** Quantification of CI subtypes in the motor cortex of *Lhx6*<sup>fl/+</sup> (Ctrl) and *Lhx6*<sup>fl/-</sup> (Mut) mice. The data in panels **A-F** are from the same animals used for Figure 1. Specifically, **A, B, C, D, E** and **F** correspond respectively to panels **H, O, P, I, M** and **N** of Figure 1. Note that the changes observed in motor cortex are similar to those observed in the somatosensory cortex. Pv expressing cells in *Lhx6* null mutants do not derive from the MGE (**G-H**) or the CGE (**I-J**). (**G-J**) Coronal sections from the cortex of P18 *Nkx2.1-Cre;Ai14;Lhx6*<sup>fl/-</sup> (**G**) and *Htr3a-Cre;Ai14;Lhx6*<sup>fl/-</sup> (**I**) mice immunostained for Pv (green). CIs derived from the MGE (**G**) or CGE (**I**) are tdT<sup>+</sup> (red). In panels **H** and **J**, which correspond to **G** and **I** respectively, the lineage tracer is shown in white. It has been shown that a fraction of MGE derived CIs do not express Cre in the *Nkx2.1-Cre* line used in this study (Kessaris et al., 2006). However, Pv expressing in *Lhx6* mutants do not express *Lhx6* (**E-F**), but express *Sox6* at low levels, suggesting they originate in the POA (Gelman et al., 2011). (**K-N**) Coronal sections from P18 *Lhx6*<sup>fl/-</sup> mice double immunostained for Pv (green) and *Lhx6* (red in **K**) and *Sox6* (red in **M**). In panels **L** and **N**, which correspond to **K** and **M** respectively, the *Lhx6* and *Sox6* signal is shown in white. Yellow arrowheads indicate Pv-expressing cells. Scale bars: 50 microns.

**Figure S3**

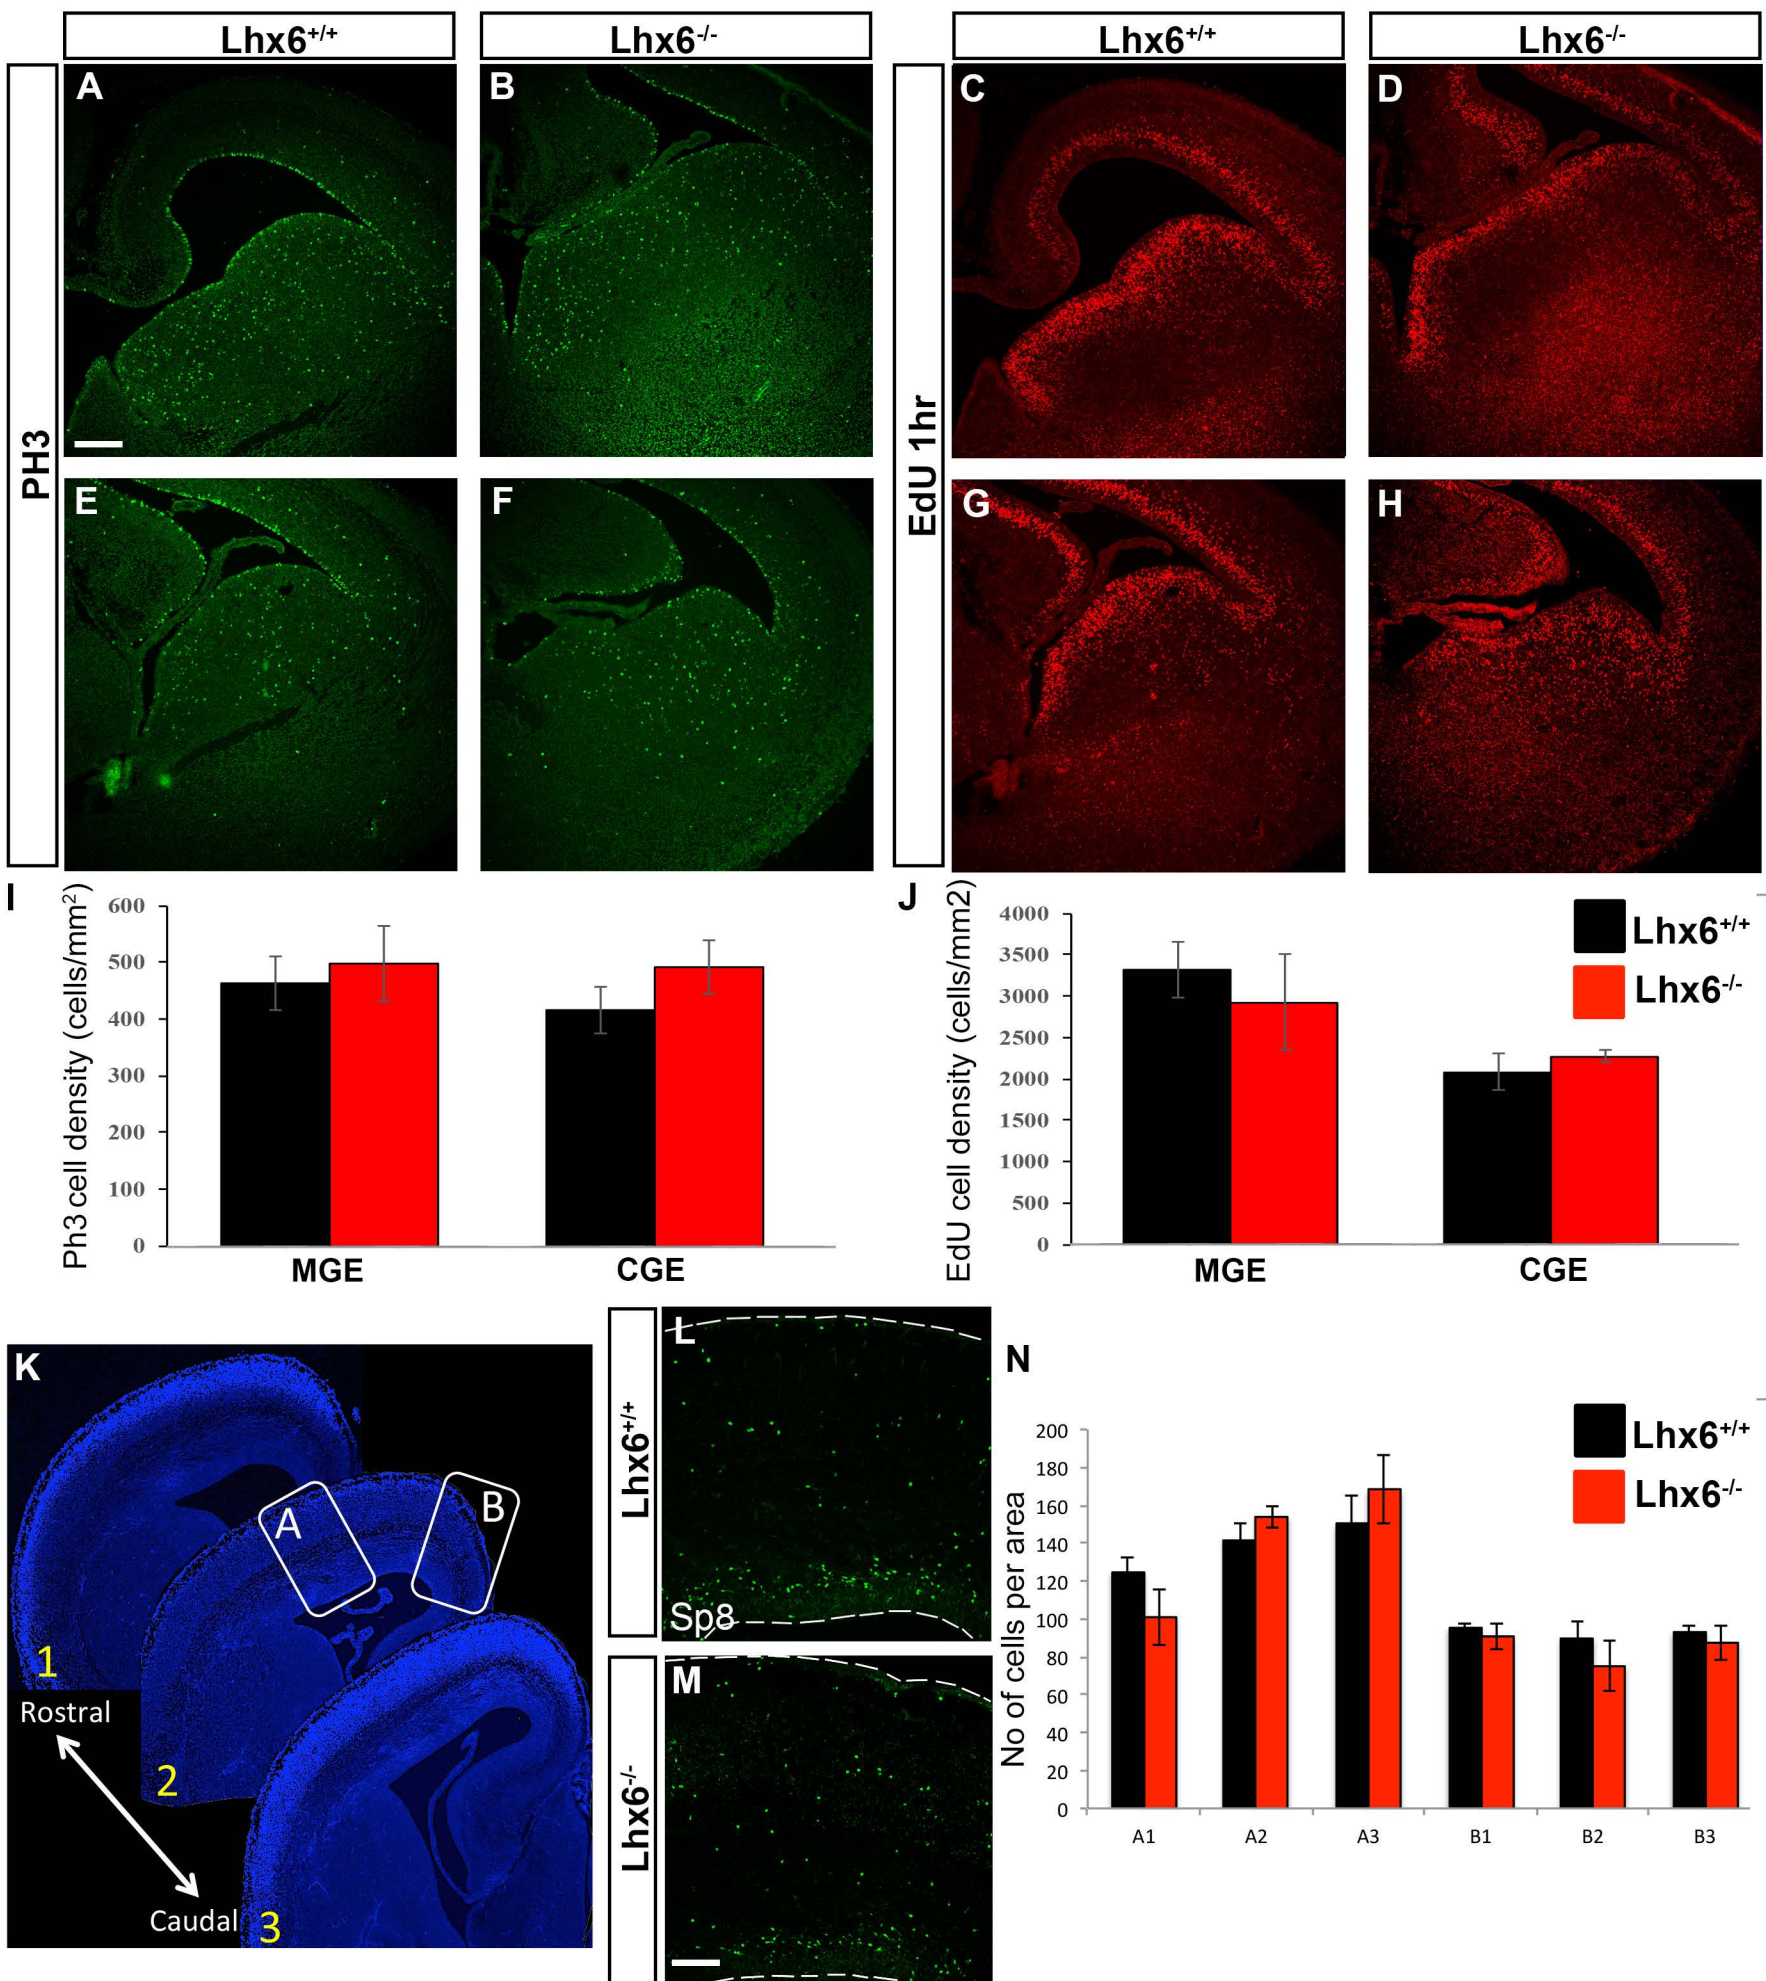

**Figure S3: No changes in proliferation or migration of CI precursors in *Lhx6* mutant embryos, related to Figure 2.** (A,B,E,F) Coronal brain sections from E14.5 wild-type (A,E) and *Lhx6* mutant (B,F) mouse embryos immunostained for pH3. Sections shown in A and B are from the MGE level while sections shown in E and F are from the CGE level. (C,D,G,H) The set of sections shown in A,B,E and F imaged for EdU. (I-J) Quantification of results shown in (A-H). (K) DAPI staining of 3 different sections across the rostro-caudal axis of an E16.5 wild-type mouse brain, representing the areas analysed for Sp8 immunostaining. Boxes indicate the two areas (A and B) along the latero-medial axis used for Sp8<sup>+</sup> CI quantification shown in N. (L, M) Sp8<sup>+</sup> migrating interneurons (green) in cortical sections of the A2 brain area (K) from wild-type (L) and *Lhx6* mutant (M) E16.5 embryos. (N) Quantification of Sp8<sup>+</sup> CIs along different regions of *Lhx6*<sup>+/+</sup> (black) and *Lhx6*<sup>-/-</sup> (red) E16.5 mouse brains. Scale bars: 200 microns (A-H), 100 microns (L-M).

**Figure S4**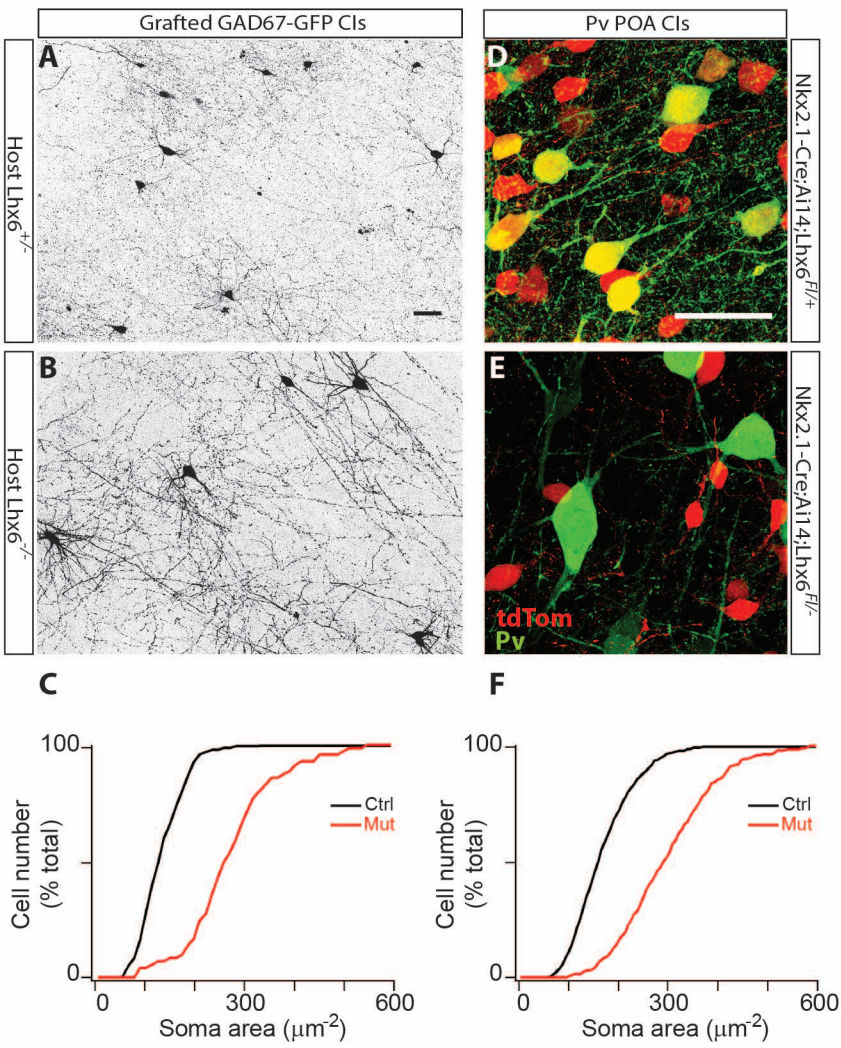

**Figure S4: Large soma area observed in both grafted CIs and POA derived CIs in *Lhx6* mutant brains, Related to Figure 3.** (A-B) Coronal sections from the somatosensory cortex of P16 wild type (A) and *Lhx6* mutant (B) mice grafted with wild type GAD67:GFP CI progenitors. Grafted CI morphology is revealed by GFP expression (converted to greyscale). (D-E) Coronal sections from the somatosensory cortex of P18 *Nkx2.1-Cre;Ai14;Lhx6<sup>fl/+</sup>* (D) and *Nkx2.1-Cre;Ai14;Lhx6<sup>fl/-</sup>* (E) immunostained for Pv (green). MGE derived CIs can be identified by tdT expression (red). Scale bars: 50 microns. (C,F) Quantification of soma size. Cumulative histograms shown in C and F correspond to the animals shown in A/B and D/E, respectively. Black: Ctrl; Red: Mut.

**Figure S5**

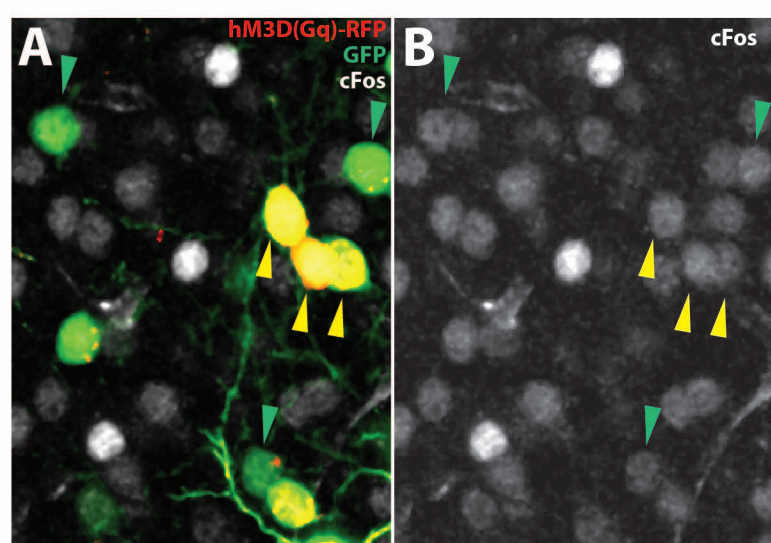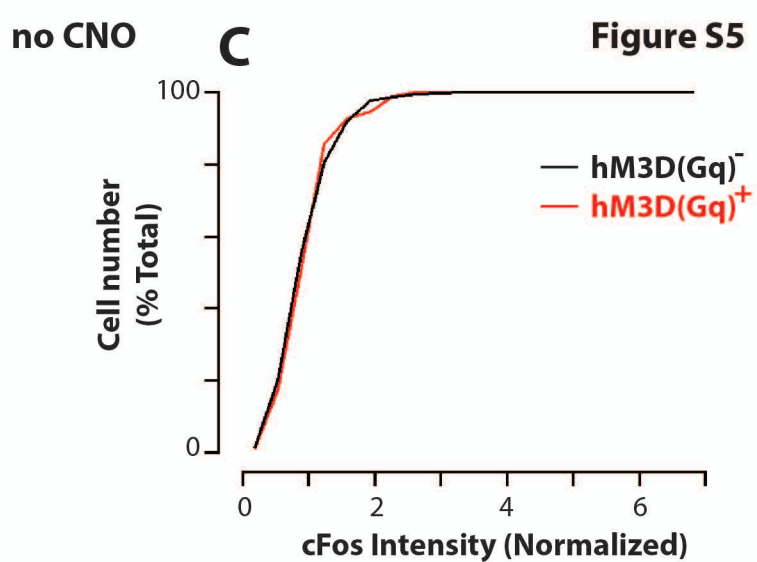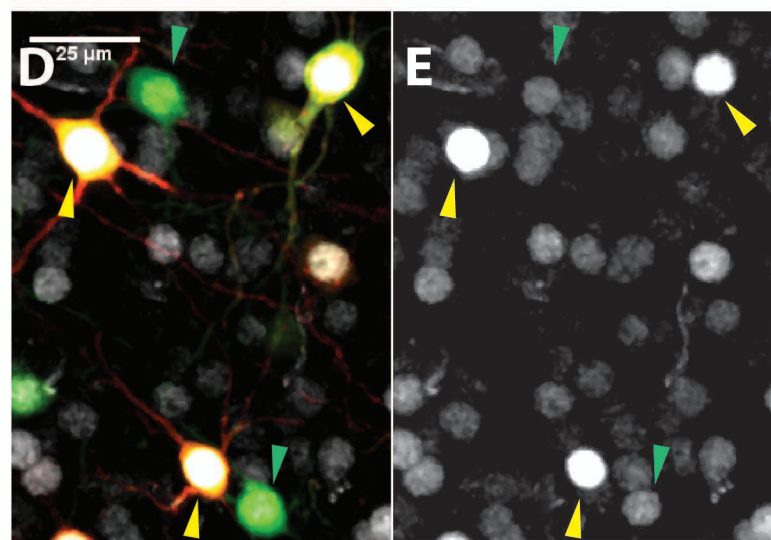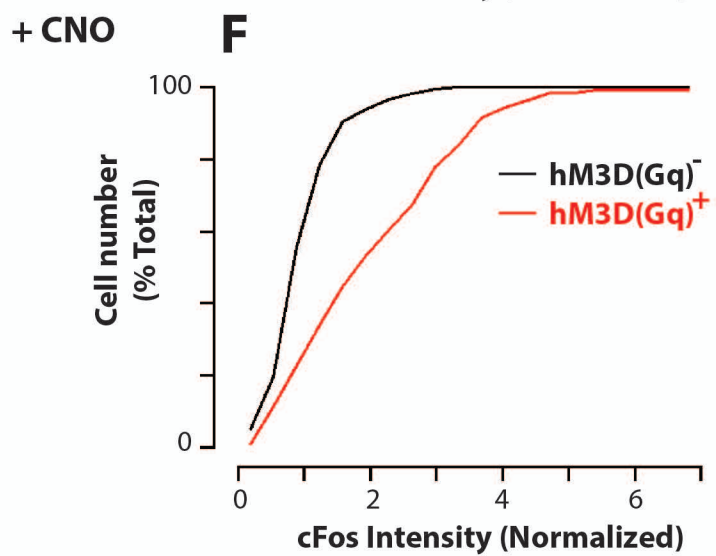

**Figure S5: Nuclear c-fos expression increases in hM3D(Gq) expressing CIs following CNO administration, Related to Figure 5.** (A,B,D,E) Confocal micrographs of coronal sections from the brain of mice transplanted at P0-P2 with CI precursors transfected with CAG:hM3D(Gq):IRES:RFP and CAG:IRES:GFP expression plasmids and immunostained for GFP (green), RFP (red) and c-fos (white). Sections are from vehicle only (A) or CNO (D) treated animals. Panels B and E are identical to those in A and D respectively, but show only the c-fos signal (white). (C,F) Cumulative histogram of normalized c-fos intensity in nuclei from cells that are either negative (black) or positive (red) for RFP (hM3D(Gq)). For CNO treated animals (F) the mean c-fos intensity of DREADD-Gq Positive nuclei was  $2.17 \pm 0.11$  (n = 141 cells) while for DREADD-Gq Negative nuclei it was only  $1.11 \pm 0.04$  (n = 209 cells, 3 mice ; significant by Wilcoxon rank test  $p < 10^{-10}$ ). In contrast, for untreated animals (C) the mean c-fos intensity of DREADD-Gq Positive nuclei was  $1.1 \pm 0.04$  (n = 111 cells) and for DREADD-Gq Negative nuclei was  $1.07 \pm 0.02$  (n = 338 cells, 3 mice ; not significant by Wilcoxon rank test  $p = 0.5$ ). Scale bars: 25 microns.

**Table S1****Fate Mapping (Figures 1, 2, S1, S2)**

**Grafting GAD67:GFP CIs (Figure 3)**

**Grafting hM3D(Gq) expressing CI (Figure 5)**

**Soma Cell Size (Figure S4)**

**Table S1, Related to all Figures: Summary of statistical analysis.**

Table S3:

**Table S3: Expression changes of activity associated genes in *Htr3aCre;Ai14;Lhx6*<sup>-/-</sup> compared to *Htr3aCre;Ai14;Lhx6*<sup>+/-</sup> mice at P7, Related to Figure 4.** List of genes analysed (see also Supplemental Experimental Procedures). Red highlighted genes: transcript up-regulation >1.5, green highlighted genes: transcript down-regulation <0.5, orange highlighted genes: up-regulation of transcripts has been previously observed by RNA *in situ* hybridization (Arc, Egr1; Figures 4 E-H), while in the case of *cfos* increased protein levels have been observed by immunohistochemistry (Figures 4 I-Q).

# Supplementary material for: Modulation of Apoptosis Controls Inhibitory Interneuron Number in the Cortex
**Source:** Cell Rep. 2018 Feb 13;22(7):1710–21. doi: 10.1016/j.celrep.2018.01.064
**Supplement:** Document S2. Article plus Supplemental Information

## Modulation of Apoptosis Controls Inhibitory Interneuron Number in the Cortex

### Graphical Abstract

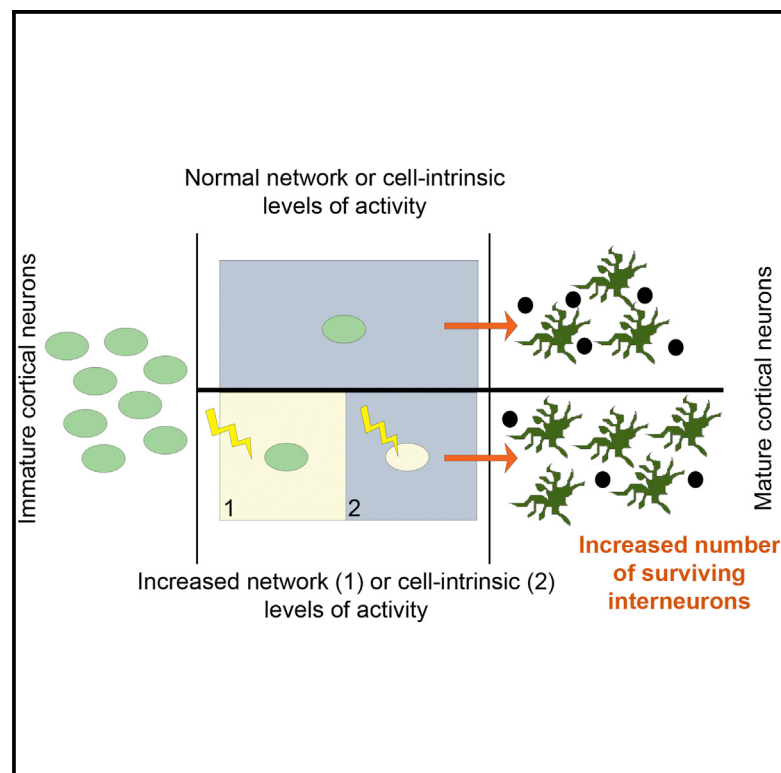

### Authors

Myrto Denaxa, Guilherme Neves, Adam Rabinowitz, Sarah Kemlo, Petros Liodis, Juan Burrone, Vassilis Pachnis

### In Brief

Denaxa et al. address how the number of interneurons in the cortex is regulated. They show that apoptosis of developing interneurons can be modulated by activity in the forebrain of young mice so that increases in activity can rescue interneurons from apoptosis. This feedback loop provides a mechanism for fine-tuning the number and repertoire of interneurons in the brain.

### Data and Software Availability

GSE108161

### Highlights

- *Lhx6* is required for survival of CIs generated in the MGE
- MGE-derived CI loss is compensated for by a decrease in CGE-derived interneuron apoptosis
- Increases in cortical network activity are correlated with improved CI survival
- Transient, cell-autonomous depolarization improves the survival of grafted CIs

# Modulation of Apoptosis Controls Inhibitory Interneuron Number in the Cortex

Myrto Denaxa,<sup>1,6,7,\*</sup> Guilherme Neves,<sup>2,3,7,\*</sup> Adam Rabinowitz,<sup>4</sup> Sarah Kemlo,<sup>2,3</sup> Petros Liodis,<sup>5</sup> Juan Burrone,<sup>2,3,8,\*</sup> and Vassilis Pachnis<sup>1,\*</sup>

<sup>7</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2018.01.064>

## SUMMARY

Cortical networks are composed of excitatory projection neurons and inhibitory interneurons. Finding the right balance between the two is important for controlling overall cortical excitation and network dynamics. However, it is unclear how the correct number of cortical interneurons (CIs) is established in the mammalian forebrain. CIs are generated in excess from basal forebrain progenitors, and their final numbers are adjusted via an intrinsically determined program of apoptosis that takes place during an early postnatal window. Here, we provide evidence that the extent of CI apoptosis during this critical period is plastic and cell-type specific and can be reduced in a cell-autonomous manner by acute increases in neuronal activity. We propose that the physiological state of the emerging neural network controls the activity levels of local CIs to modulate their numbers in a homeostatic manner.

## INTRODUCTION

The balance between excitation and inhibition (E-I balance) is essential for the generation of optimal neural circuit activity and brain function. Cortical interneurons (CIs) represent the main source of  $\gamma$ -amino butyric acid (GABA)-mediated inhibition for excitatory projection neurons (PNs) in the pallium, and changes in the number or activity of CIs have been associated with neurodevelopmental and neuropsychiatric disorders such as epilepsy, schizophrenia, and autism spectrum disorders (Marín, 2012; Rubenstein and Merzenich, 2003). In contrast to cortical PNs, which are generated in the germinal zones of the dorsal telencephalon, CIs originate from progenitors in the subpallium (medial ganglionic eminence [MGE], caudal ganglionic eminence [CGE], and preoptic area [POA]) and, following stereotypic migration routes, reach the dorsal telencephalon, where

they integrate into local circuits (Bartolini et al., 2013; Marín and Rubenstein, 2001; Wonders and Anderson, 2006). The disparate origin of PNs and CIs raises questions regarding the mechanisms that co-ordinate the size of these functionally interdependent neuronal populations of the cortex. A recent report has shown that CIs are generated in excess from basal forebrain progenitors and that BAX-dependent developmental cell death occurring over a critical postnatal period adjusts the final number of inhibitory neurons (Southwell et al., 2012). However, it is unclear whether postnatal apoptosis of CIs is controlled by an invariable cell-intrinsic program or can be modulated by the cellular composition and physiological state of the postnatal brain. We sought to address this question using genetic fate mapping to assess the survival of different CI populations in mutant mice characterized by reproducible changes in the cortical microenvironment.

Systematic gene expression analysis, genetic cell lineage tracing, and phenotypic characterization of mouse mutants have demonstrated that CI subtypes are specified by region-specific transcriptional programs operating within progenitor domains of the subpallium (Fishell and Rudy, 2011). *Lhx6* encodes a LIM homeodomain transcription factor that is specifically expressed by MGE-derived precursors and their derivative CIs expressing somatostatin (Sst) and parvalbumin (Pv). Consistent with its expression pattern, *Lhx6* mutations are characterized by a severe reduction in the number of Sst<sup>+</sup> and Pv<sup>+</sup> CIs but a normal complement of GABA-producing cells (Liodis et al., 2007; Zhao et al., 2008). These cellular phenotypes are associated with reduced inhibitory synaptic input on PNs, brain hyperactivity, and epilepsy-like phenotypes in postnatal animals (Neves et al., 2013). Here, we have combined phenotypic analysis of null and cell lineage-specific mutants, genetic lineage tracing, cell transplantation, and chemogenetic activation to query the specific responses of CI sub-lineages following the deletion of *Lhx6* activity. We find that *Lhx6* is required to maintain the normal complement of MGE-derived CIs and that reduction of this subpopulation in *Lhx6* mutants results in a surprising increase in the number of *Lhx6*-independent CGE-derived CIs and re-balancing of CI networks. The compensatory increase

of CGE-derived CIs is due to a reduction in apoptosis that can be modulated cell-autonomously by neuronal excitability during a critical postnatal period. Our results provide fundamental insight into the mechanisms that match the size of CI populations to the physiological requirements of cortical circuits and pave the way for better understanding the effect of neuronal activity on cell transplantation-based therapies.

## RESULTS

### Loss of MGE CIs Results in a Compensatory Increase in the Number of CGE CIs

Using general (*Gad1*) and subtype-specific (Pv and Sst) markers for cortical inhibitory neurons, we and others have reported that mice homozygous for null mutations of *Lhx6* have a reduced number of MGE-derived Sst<sup>+</sup> and Pv<sup>+</sup> CI subpopulations but that the total number of GABAergic neurons in the neocortex and hippocampus remains unchanged (Liodis et al., 2007; Zhao et al., 2008). We reasoned that this could result from two different scenarios: either *Lhx6* activity is necessary for the expression of late differentiation MGE markers, or *Lhx6* is required for the survival of MGE-derived CIs, and a compensatory increase of non-MGE-derived CIs in mutants maintains the total number of CIs. To unequivocally distinguish between these two possibilities, we combined gene targeting with genetic fate mapping. Generation of a novel conditional allele of *Lhx6* (*Lhx6<sup>fl</sup>*) in the mouse (Supplemental Experimental Procedures; Figures S1A and S1B) and introduction into the *Lhx6<sup>fl/-</sup>* genetic background of the Cre-dependent fluorescent reporter *Rosa26-tdTomato* (tdT, Ai14; Madisen et al., 2010) allowed us to use Cre drivers for cell-type-specific *Lhx6* ablation and simultaneous fate mapping of the mutant lineages. To validate the novel *Lhx6<sup>fl</sup>* allele, we first used *VgatCre* (Vong et al., 2011) to delete *Lhx6* from all CI precursors. Consistent with the phenotype of *Lhx6*-null mutants, the population of Pv<sup>+</sup> and Sst<sup>+</sup> CIs was dramatically reduced in post-natal day 18 (P18) *VgatCre;Ai14;Lhx6<sup>fl/-</sup>* mice relative to *VgatCre;Ai14;Lhx6<sup>fl/+</sup>* controls (Figures S1C–S1F), whereas the total number of tdT<sup>+</sup> cells remained unchanged (Figures 1A, 1B, and 1G). Next we used the *Nkx2.1Cre* transgenic driver (Kessaris et al., 2006) to specifically track *Lhx6*-deficient MGE-derived CIs. As expected, the percentage of tdT<sup>+</sup> CIs co-labeled with antibodies against *Lhx6*, Pv, Sst, and Reelin was dramatically reduced in *Nkx2.1Cre;Ai14;Lhx6<sup>fl/-</sup>* mice relative to *Nkx2.1Cre;Ai14;Lhx6<sup>fl/+</sup>* controls (Figures S1G–S1L). Furthermore, we observed that the cortex of *Nkx2.1Cre;Ai14;Lhx6<sup>fl/-</sup>* mice contained a small number of tdT<sup>+</sup> cells co-expressing VIP or Sp8, markers that normally are associated with CGE-derived CIs and are absent from their MGE-derived counterparts (Figures S1M and S1N; Vogt et al., 2014). Notably, the overall number of tdT-expressing cells in the cortex of P18 *Nkx2.1Cre;Ai14;Lhx6<sup>fl/-</sup>* mice was significantly smaller relative to controls (Figures 1H and S2A), suggesting that, in addition to its well-established role in CI subtype specification, *Lhx6* is also required for the survival of MGE-derived CIs.

The reduced number of tdT<sup>+</sup> MGE-derived CIs observed in *Nkx2.1Cre;Ai14;Lhx6<sup>fl/-</sup>* mice (Figures 1C, 1D, and 1H and S2A) in conjunction with the nearly normal number of GABAergic interneurons in the cortex of either *Lhx6*-null mice

(Liodis et al., 2007; Zhao et al., 2008) or mice with pan-CI deletion of *Lhx6* (*VgatCre;Ai14;Lhx6<sup>fl/-</sup>*; Figure 1G), suggests that non-MGE-derived CI lineages compensate for the specific loss of MGE-derived CIs. To examine this possibility we fate-mapped CGE-derived CIs in *Lhx6<sup>fl/-</sup>* mice using the CGE-specific Cre driver *Htr3aCre* (<http://www.gensat.org>; Supplemental Experimental Procedures) and the Ai14 (tdT) reporter. We observed increased representation of CGE-derived tdT<sup>+</sup> cells in the cortex of *Lhx6* mutant mice (*Htr3aCre;Ai14;Lhx6<sup>fl/-</sup>*) relative to controls (*Htr3aCre;Ai14;Lhx6<sup>fl/+</sup>*) (Figures 1E, 1F, and 1I and S2D). Therefore, the size of the CGE-derived CI population in the mammalian cortex is not pre-determined but can be modulated to compensate for the loss of MGE-derived interneurons in the cortex. Although the total number of CIs is not affected by the *Lhx6* deletion, the radial distribution of CIs is severely disrupted in *Lhx6* mutants, with CIs congregating along the upper and deeper layers of the cortex (Figure 1J; Liodis et al., 2007; Zhao et al., 2008). Specifically, MGE-derived CIs in *Lhx6* mutants are lost in the middle layer (IV), whereas the most obvious increase in CGE-derived CIs occurs in deeper layers (V and VI) (Figures 1K and 1L). This observation argues against a local survival signal that compensates for CI loss within cortical layers but, rather, suggests that CI number is modulated by a more global signal that operates across the cortex.

The majority of CGE-derived CIs can be accounted for by two functionally and molecularly distinct sub-populations marked by the expression of either VIP or Reelin (Fishell and Rudy, 2011; Kepecs and Fishell, 2014; Lee et al., 2010). Immunostaining of *Lhx6* mutant brain sections from CGE-labeled CI mice (*Htr3aCre;Ai14;Lhx6<sup>fl/-</sup>*) using these subtype markers showed that only the Reelin<sup>+</sup> subset increased in number, whereas the VIP<sup>+</sup> subpopulation remained unchanged (Figures 1M and 1N and S2E and S2F). Interestingly, ablation of *Lhx6* from MGE lineages also resulted in altered representation of CI subtypes originating outside of the ganglionic eminences (Gelman et al., 2011). Thus, in *Nkx2.1Cre;Ai14;Lhx6<sup>fl/-</sup>* mice, the number of tdT<sup>+</sup> Pv<sup>+</sup> interneurons (which partly originate from the POA; Figures S2G–S2N) increased relative to controls (*Nkx2.1Cre;Ai14;Lhx6<sup>fl/+</sup>*), whereas the number of tdT<sup>+</sup> Sst<sup>+</sup> CIs remained unchanged (Figures 1O and 1P and S2B and S2C). Based on a previous characterization of the *Nkx2.1Cre* line used here, some MGE-derived CIs fail to express Cre recombinase (mostly a subpopulation expressing Sst (Fogarty et al., 2007)) and can, therefore, represent MGE-derived cells that still express *Lhx6* (Figures 1O and 1P and S2B and S2C). However, we found no differences in the number of GFP<sup>+</sup> *Lhx6<sup>+</sup>* cells in control and mutant brains (Figure S1O), suggesting that the size of this “escapee” population does not increase in mutant brains and, therefore, cannot be responsible for the increase in tdT<sup>+</sup> Pv<sup>+</sup> cells in mutants. These findings suggest that the compensatory responses of CIs to *Lhx6* ablation are subtype-specific and occur across different lineages.

### Reciprocal Changes in Apoptosis of CGE and MGE CIs in *Lhx6* Mutants

The increased representation of CIs originating outside of the MGE in the cortex of *Lhx6*-deficient mice could result from enhanced proliferation of their progenitors or reduced neuronal

How the deposited data were processed for this re-analysis (not part of the article)

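Forebrain RNA of P15 mice was sequenced in 7 samples, 4 of *Lhx6*+/- (control) and 3 of *Lhx6*-/- (mutant) mice, each pooled from 2 animals. The authors trimmed 36 bp single-end reads with CutAdapt, aligned them to the GRCm38 transcriptome of Ensembl release 84 with Bowtie2 and deposited RSEM's expected counts per gene, without normalization. In a further table, the authors deposited the DESeq2 comparison of the genotypes, with a log2 fold change and its standard error, a Wald score, and a p-value before and after adjustment; the mean normalized count there is over all 7 libraries. The log2 fold changes of Table S2 are those of the deposited comparison. The authors also deposited the exon annotation, from which gene positions, names and overlaps were taken; gene names in the comparison and the annotation were equal for 100% of genes. Because RSEM shares reads among genes that match them equally, genes with close copies have less certain counts, and 36-base words shared between genes were counted to mark them. The share of words was computed from the transcripts of a later annotation of the same build, matched on the gene identifier, for 99.5% of tested genes. Strandedness of the counting is not known here, so genes that overlap others on either strand are marked as uncertain.

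Expected counts were rounded to whole numbers. Libraries summed to between 32556304 and 38069151 counts, so that a count of 0 in the smallest allows up to 3 counts, or 0.0921 CPM. Columns carry a genotype and a library number and no replicate number, sex or RNA quality, so libraries were grouped by genotype and no value recorded per pool entered a fit. No column of per-sample values was left unused (0). Replicates were compared before averaging: the chi-square per degree of freedom between libraries of a genotype ran from 10.2 to 73.3, so no pair differed by as little as sampling noise and each library counted as 1 replicate.

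Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 10 counts in at least 3 libraries were normalized by TMM and tested with edgeR's quasi-likelihood F-test between the genotypes, with no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors are the absolute log2 fold change over the square root of the F statistic. Normalized counts are counts over the effective library size, relative to its mean over libraries. For genes with 3 counts or fewer in every library of a genotype, the fold change is a lower bound against a floor of 3 counts. Lists were tested with camera on log2 CPM (prior count 2, preset correlation 0.01), two-sided, with adjustment over 14 lists, and with fry and an estimated correlation as alternatives. The lists were the 25 genes drawn for each treatment in Figure 4B, and markers of CGE-derived interneurons, MGE-derived interneurons, GABAergic neurons, astrocytes, microglia, oligodendrocytes, endothelium, cortical excitatory neurons, striatal projection neurons, thalamus and hypothalamus, choroid plexus, and immediate early genes. Overlap of the calls with the Figure 4B lists was tested by one-sided Fisher's exact test. Libraries were clustered by complete linkage on Euclidean distances, with 10000 random lists for comparison, each gene drawn from the 50 nearest in mean expression. Genes within 10 Mb of *Lhx6* were compared with the others by a two-sided Fisher's exact test.

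Tests were tried on simulated data with the means and library sizes of the real genes. Of 100 genes changed by 1 on the log2 scale, edgeR recovered 77, and of 100 changed by 2 it recovered 98, while it called 10 of 19484 unchanged genes. DESeq2 recovered 86 and 99 and called 57 unchanged genes, and limma-voom recovered 75 and 99 and called 12. Camera recovered a simulated list of 25 genes shifted by 0.8, and 1.4% of 500 unchanged lists had a p-value of 0.05 or less. Simulated genes were drawn independently, with no correlation between genes and no difference between runs. Changed genes and lists came from genes with a mean above 1 CPM. The rates therefore need not hold for real lists, whose genes may vary together.

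The comparison, tests, marker lists, filters and the following alternatives were chosen before the data were examined: DESeq2 with and without its beta prior, limma-voom, RLE and upper quartile normalization, no filter and a filter on all 7 libraries, unrounded counts, libraries thinned to the smallest total, no genes on X and Y, other set tests, linkages and pseudocounts, windows of 5 and 20 Mb, and each library left out in turn. Genes were named by a rule of the same date: every gene the paper names on these samples or as a marker it studies, the genes of Figure 4B, and, among called genes whose genotypes do not overlap, the 5 largest increases and decreases and the 5 smallest p-values in each direction; members of a list may be named with its result. Fits with the run of library numbers, with Y-linked expression, with trends over GC content and length removed, with libraries 10 to 13 only, with DESeq2's beta prior without a filter, clustering without the called genes and the KCl list without *Csrnp1* were added after the data were seen. A fit with the number of male animals per pool and a fit with a replicate block were planned and not run, because the columns carry neither. The full gene lists of the studies cited for Figure 4B, the P7 PCR array of Table S3 and the immunostaining were not analysed here. The result of a gene among those counted in the settings is not reported here.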

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

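Of the tests in this part, the comparison of *Lhx6*-/- (mutant) libraries 5 and 13, the comparison of *Lhx6* counts for exchanged libraries, the fits of the astrocyte, oligodendrocyte and endothelial lists with the run of library numbers, the comparison with regional lists and that of the remaining astrocyte genes were chosen only after the result was seen.

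Among 56 results checked for a library far from the others of the *Lhx6*+/- (control) group, 2 stood out, and about 1 group in 20 does so by chance. *Uts2b* had 3.84 normalized counts in control library 10 and 0 in the other 3, a gap that spans the whole range (ratio 1), and this is a difference of a few reads. *Nptx2* had 2969 in control library 11 and between 2296 and 2383 in the other 3, a gap of 0.870 of the range. Its mutant libraries held between 10190 and 14216, and with each library left out in turn its log2 fold change stayed between 2.17 and 2.40. No technical or biological explanation was tested for either gene.

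Libraries 2, 3 and 5 differed from libraries 10 to 13 in 2902 genes with genotype in the fit (edgeR's quasi-likelihood test, adjusted p of 0.05 or less), 1377 higher and 1525 lower in libraries 10 to 13, a difference the paper does not report. Depth does not account for most of it, since 2755 of the 2902 stayed called with all libraries thinned to the smallest total. Nor does a trend over GC content and length as the whole cause, since 2159 stayed called with each library's trends removed. Sex of the animals is entangled with the runs: control libraries 2 and 3 had Y-linked counts and almost no *Xist*, and control libraries 10 and 11 the reverse. With Y-linked expression in the fit, only 107 of the 2902 stayed called, which alone would speak for sex, but that fit has 3 residual degrees of freedom and a variance inflation of 2.74. The second test used 72 genes off X and Y called between the runs within controls: 100% of them moved the same way between mutant libraries 13 and 5, which had similar Y-linked counts (2365 and 2441). Their median move was 1.04, against 1.44 within controls, while between mutant libraries 12 and 13, of the same run and unlike in Y-linked counts, 58.3% moved the same way, with a median of 0.051. These values argue against sex as the whole cause. Another part follows shared reads: 34 genes were at 0 in every library of one run with 10 or more counts in every library of the other, 13 of them processed pseudogenes. A median of 99.6% of their 36-base words occur in another gene, against 1.33% for other tested genes, which is consistent with reads being shared out differently in the runs. Shared reads do not explain the rest, since 776 of 5548 genes with no shared word were called (14.0%, against 15.0% of genes with one). Differences in library preparation, sequencing, litters or handling between the runs stay open as untested.

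No mutant library lacked Y-linked counts. The sample records describe the mutant pools as a male and a female, 2 females, and a male and a female, but the sum of 4 Y-linked genes was 2441, 4130 and 2365 in mutant libraries 5, 12 and 13. In control libraries 10 and 11 it was 95 and 78, with *Xist* at 21620 and 21311 normalized counts, as for pools of females. Mutant library 12 had 11.4 normalized counts of *Xist*, near the 2.19 and 6.03 of control libraries 2 and 3, whereas libraries 5 and 13 had 9572 and 11206. The lowest Y-linked sum in a mutant library, 2365, is what a record of sex that differs from the animals sequenced for 1 pool may give. An exchange of control and mutant libraries is argued against by *Lhx6*, whose highest normalized count in a mutant library was 76.6 and lowest in a control library 476. Which pool was sequenced as which library is not known here. The record of 2 females matches none of the mutant libraries, while libraries 5 and 13 had both *Xist* and Y-linked counts, as for a male and a female. If only 1 mutant record is wrong, it is therefore that of 2 females. If more than 1 is wrong, the others cannot be named.

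The astrocyte list of 12 genes, outside those the paper discusses, was higher in mutants, with a median log2 fold change of 0.27 (camera, adjusted p = 4.32e-05). Of its genes, 11 were higher, 2 were called (*Gfap* at 1.95 and *Vim* at 1.12), and 5 when adjusted over the list alone. Over the alternatives the median ran from 0.21 to 0.30 and the adjusted p from 3.15e-05 to 0.0495. Only 1 of the 35 splits of the 7 libraries, the genotypes, gave as small a p-value. A larger share of astrocyte RNA would raise the other 10 genes as well; their median was 0.20, from -0.049 to 0.59, far under *Gfap* and *Vim*, which argues against it as the whole cause of the rise in those genes. None of the 10 was called in edgeR's main fit, with all libraries and no covariate. *Aqp4*, *Gja1* and *Glul* are nevertheless among the paper's calls. With the run in the fit, edgeR also called *Aqp4*, *Gja1* and *Glul* higher (0.55, 0.30 and 0.28), which makes 5 of the list. A change within astrocytes that raises these genes is a hypothesis that stays open, and so is a small rise of the share of astrocytes. No other list here holds these genes, and the lowest mean count of the 12 was 1015.

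The oligodendrocyte list of 10 genes was lower in mutants, with a median of -0.51 (camera, adjusted p = 6.36e-06); all 10 were lower, 3 were called lower (*Mbp*, *Mag* and *Cnp*, at -0.53, -0.54 and -0.48) and 5 when adjusted over the list alone. Without mutant library 13 none of the 3 calls held, and without mutant library 5 those of *Mag* and *Cnp* did not. With the run in the fit, all 10 were called lower. The call did not hold with an estimated correlation between genes (adjusted p = 0.339), and over all alternatives the adjusted p ran from 1.57e-08 to 0.339. Of the 35 splits, 4 gave as small a p-value, and the list also rose by 0.49 in libraries 10 to 13 (adjusted p = 0.000359). The run is argued against as the cause, since the list had an adjusted p of 1.57e-08 with the run in the fit, and so are sex, with 0.00153 when Y-linked expression was in the fit, and trends over GC content and length, with 4.62e-05 when they were removed. A different share of forebrain regions in the dissected tissue cannot be told apart: the smallest adjusted p among the striatal, thalamic and hypothalamic, and choroid plexus lists was 0.0266, for choroid plexus, which depends on the set test used. A correlation over the 7 libraries was computed first and set aside, because the libraries fall into clusters. Fewer or less mature oligodendrocytes in mutants stay open as an untested biological explanation.

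The endothelial list of 8 genes was higher, with a median of 0.34 (camera, adjusted p = 0.00120), and all 8 were higher. EdgeR's main fit, without a covariate, called none over all genes and 4 when adjusted over the list alone. *Esam* and *Tek* are among the paper's calls. With the run in the fit, 5 were called higher over all genes. Over the alternatives its median ran from 0.29 to 0.36 and its adjusted p from 0.000136 to 0.0495, and 2 of the 35 splits gave as small a p-value. The run, Y-linked expression and GC and length trends are argued against as the whole cause, with adjusted p-values of 0.000136, 0.00378 and 0.000801 when each was in the fit or removed. A change in vessels or in the share of their cells was not tested. The choroid plexus list of 10 genes was lower, with a median of -0.58 (camera, adjusted p = 0.0266), 8 genes lower and 2 higher. EdgeR's main fit called none of them over all genes or over the list alone. It was not past the threshold with fry (adjusted p = 0.480) or an estimated correlation (0.622), nor with Y-linked expression in the fit (0.171), with GC and length trends removed (0.0709) or without control library 2, control library 11 or mutant library 5, and over all alternatives its adjusted p ran from 0.000305 to 0.622. Its value was as extreme in 14 of the 35 splits, and it rose by 0.54 in libraries 10 to 13. With mutant library 5 left out its median was -0.28 and with mutant library 12 left out -0.80. The amount of choroid plexus in a dissected forebrain is an explanation that was not tested.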

How the results depend on the processing

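Fits with the run of library numbers (2, 3 and 5 against 10 to 13), with Y-linked expression, with trends over GC content and length removed, with libraries 10 to 13 only and with DESeq2's beta prior without a filter, the clustering without called genes and the KCl list without *Csrnp1*, were chosen only after the result was seen.

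The number of genes differing between *Lhx6*-/- (mutant) and *Lhx6*+/- (control) libraries, 954 (585 higher, 369 lower), stayed within 1.5 times with limma-voom (963), RLE (958), upper quartile normalization (964), no filter (829), 10 counts in all 7 libraries (1025), unrounded counts (954), thinned libraries (912), no X and Y genes (947) and Y-linked expression (1062). With DESeq2 it was 1731 (1002 higher, 729 lower), of which 1697 are in Table S2 in place of 949; with its beta prior 1734 (1009, 725), of which 1697; and with the beta prior and no filter 1708 (976, 732), of which 1699. With the run as a covariate it was 2205 (1213, 992), of which 1609. In libraries 10 to 13 alone, where the genotypes also differ in sex, it was 1922 (1084, 838). With GC and length trends removed it was 1396, of which 679 (48.6%) were higher and 717 lower, against 61.3% higher without that step. The 7 fits that each left out 1 library gave from 302 to 971 genes, from 223 to 589 higher, from 79 to 382 lower and from 301 to 916 in Table S2. The lowest was without mutant library 13 and the highest without control library 3; the others under 954 by more than 1.5 times were without control libraries 10 (513) and 11 (589) and mutant libraries 5 (458) and 12 (387), and without control library 2 the lower genes numbered 238. Leaving out a library changed the sign of 0 of the 954 genes. Fewer libraries enter those fits; for the other settings the cause was not tested.

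Within 10 Mb of *Lhx6*, 3.36% of 238 genes were called, against 4.86% elsewhere. The share near *Lhx6* was instead above that elsewhere within 5 Mb (5.04%), with DESeq2 (9.66%), its beta prior (10.1%), its beta prior without a filter (4.54%), the run covariate (11.8%), GC and length trends removed (7.14%) and libraries 10 to 13 (11.1%). None of these differences passed, with p-values from 0.266 to 0.899 over all alternatives, and the cause was not tested. Upregulated genes in the KCl list ran from 4 to 10 and in the bicuculline list from 8 to 13, with Fisher p-values of at most 0.00135 and 5.38e-07.

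Medians and calls of the bicuculline, CGE, MGE, astrocyte and endothelial lists kept their direction and side of the threshold under all alternatives. The KCl list (0.14, adjusted p = 0.0123) was not past the threshold with Y-linked expression (0.24, adjusted p = 0.0522) or an estimated correlation (0.14, adjusted p = 0.555), and ran from -0.039, without mutant library 12, to 0.33, without mutant library 13; its adjusted p ran from 0.000243 to 0.555. The oligodendrocyte list (-0.51) was not past it with an estimated correlation. The choroid plexus list was not past it with fry (-0.58), an estimated correlation (-0.58), Y-linked expression (-0.37), GC and length trends removed (-0.62) or libraries 10 to 13 (-0.52), and ran from -0.80 to -0.28 in the leave-one-out fits, 3 of which lost the call. The striatal list (0.35, adjusted p = 0.0606) passed with 10 counts in all 7 libraries (0.35) and in libraries 10 to 13 (0.41), and ran from 0.21 to 0.45, passing without mutant library 5 or control library 11. Lists not past the threshold also changed direction by camera: GABAergic with the run covariate (0.036) and libraries 10 to 13 (0.11), with -0.049 to 0.071 in the leave-one-out fits; microglia in libraries 10 to 13 (-0.021); thalamus and hypothalamus without a filter (-0.052), with -0.12 to -0.0018; and immediate early genes, with -0.19 to 0.16, which passed without mutant library 13. The cause was not tested.

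Over 54 named genes and up to 22 settings each, 1104 values kept direction and side of the threshold, 26 lost and 12 gained the call, and 18 changed sign. No called gene changed sign. *Fosb* lost its call 8 times, with limma-voom, Y-linked expression and 6 leave-one-out fits; *Vip*, *Trim54*, *Tac1*, *Mbp*, *Mag* and *Cnp* were among those that lost theirs in the rest. Sign changes were in *Arc* (0.20 with Y-linked expression; -0.37 to 0.17 in the leave-one-out fits), *Egr3* (0.025; -0.19 to 0.072), *Slc32a1* (0.047, and 0.0072 in libraries 10 to 13; -0.19 to 0.12), *Klf14* (0.036 with the run covariate; -0.41 to 0.14), *Kcnj2* (-0.28 to 0.11) and *Hpse* (-0.051 to 0.14). Clustering on the Figure 4B lists kept its 7 of 7 libraries with every linkage, pseudocount and normalization, and fell to 5 (KCl) and 4 (bicuculline) without the genes called upregulated.

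No paired analysis was possible because the columns carry no replicate numbers. The number of male animals as a covariate and the replicate block were not run for the same reason. Depth limits genes with few counts: the extremes *Lce1g*, *Crct1* and *Gm26920* are lower bounds, and *Akr1c18*, *Trim54* and *Dmrt2* rest on a mean of fewer than 4 normalized counts in mutants.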

Differences from the paper's values

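No test in this part was chosen only after the result was seen, apart from the settings named as such. The paper reports 1707 genes that differ between *Lhx6*-/- and *Lhx6*+/- forebrains, and edgeR called 954 here. The paper's counts of upregulated and downregulated genes are 977 and 730, and those here are 585 and 369. Among the alternatives set before the data were examined, DESeq2 (1731, 1002 and 729) and DESeq2 with its beta prior (1734, 1009 and 725) fell within 1.5 times of the paper's counts, and the other tools, normalizations and filters and the leave-one-out fits did not, except that upper quartile normalization gave 653 upregulated genes. DESeq2 with the beta prior and no filter, chosen after seeing the values, gave 1708, 976 and 732, and the fits with the run covariate (2205, 1213 and 992), libraries 10 to 13 (1922, 1084 and 838) and GC and length trends removed (1396, 679 and 717), also chosen after seeing the values, lay within 1.5 times of the paper's counts.

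The log2 fold changes of 50 genes in Table S2, taken from the genes named here and in Figure 4B, were compared with those of edgeR. For 21 of them the value in Table S2 was closer to 0 by more than the larger standard error or, for lower bounds, by over 1.5 times in fold. The paper's value for *Lhx6* is -2.52 and the value here -2.88, and with DESeq2's beta prior, which shrinks fold changes, it was -2.51. For *Sst* the paper gives -2.84, against -3.19 here and -2.82 with the beta prior, and for *Pvalb* the paper's -2.47 stands against -3.05 and -2.46. For *Npy* the paper's 1.57 stands against 1.69 here and 1.57 with the beta prior, for *Bdnf* 1.98 against 2.12 and 1.98, and for *Npas4* 1.31 against 1.94 and 1.30. *Adcyap1* has 3.12 in the paper, 3.43 here and 3.11 with the beta prior, *Gfap* 1.84, 1.95 and 1.84, and *A2m* 1.87, 2.08 and 1.87. *Tnmd* has 3.48 in the paper, 5.15 here and 3.47 with the beta prior, and *Uts2b* 1.04, 5.19 and 1.06. The 5.19 of *Uts2b* rests on 3.84 normalized counts in control library 10; without that library every control was at 0 and the fitted value, 8.36, has no firm meaning, and without each other control library it was from 4.81 to 4.85. *Crct1* has 1.36 in the paper and at least 3.83 here, and 1.37 with the beta prior, and *Gm26920* 0.95, at least 2.98 and 0.90. *Akr1c18* has -1.29 in the paper, -3.64 here and -1.29 with the beta prior, *Trim54* -1.09, -3.26 and -1.10, and *Dmrt2* -1.14, -3.14 and -1.14. *Nptx2* has 2.06 in the paper, 2.28 here and 2.05 with the beta prior, *Ptgs2* 1.73, 2.26 and 1.72, *Vgf* 1.18, 1.35 and 1.18, *Cort* 1.59, 1.93 and 1.58, and *Lipg* 1.12, 1.49 and 1.12. DESeq2 with its beta prior, set before the data were examined, came within the error of the paper's value for all 21. DESeq2 without the beta prior did so for *Npy* only, and of the leave-one-out fits some did so for *Npy*, *Bdnf* (without control library 11), *Npas4* and *Ptgs2* (both without mutant library 12), *Nptx2* and *Lipg* (both without mutant library 5), *Vgf* and *Gfap*; no other alternative set before the data were examined closed the gap for any of the 21. Of the settings chosen after seeing the values, the beta prior without a filter closed all 21, Y-linked expression those of *Npy* (1.62), *Bdnf* (2.04), *Vgf* (1.19) and *Cort* (1.70), GC and length trends removed those of *Bdnf* (2.05), *Gfap* (1.90) and *Vgf* (1.28), and libraries 10 to 13 those of *Gfap* (1.87) and *Nptx2* (2.09).

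The paper states that *Lhx6* was absent from mutant samples; its normalized count here was 72.5 ± 3.55 in mutants, 13.6% of the control level. *Gad1* is among the paper's calls and was not called here (log2 fold change 0.50, adjusted p = 0.0951); DESeq2 with and without its beta prior called it, as did the fits with the run covariate, with Y-linked expression, with libraries 10 to 13 and with the beta prior without a filter, chosen after seeing the values. Among the genes of Figure 4B, *Gla* (0.50, adjusted p = 0.0609), *Nap1l5* (-0.39, 0.0875), *Dusp1* (0.64, 0.0799), *Rgs4* (0.53, 0.0594) and *Ankrd34c* (0.73, 0.153) are in Table S2 and were not called by edgeR here. All 5 were called by DESeq2 with and without its beta prior, and, in settings chosen after seeing the values, with the beta prior without a filter and with the run covariate. Upper quartile normalization also called *Gla* and *Rgs4*, 10 counts in all 7 libraries *Rgs4*, leaving out control library 3 *Gla* and leaving out control library 11 *Nap1l5*. Of the other settings chosen after seeing the values, Y-linked expression called *Nap1l5*, *Dusp1*, *Rgs4* and *Ankrd34c*, GC and length trends removed *Nap1l5* and *Rgs4*, and libraries 10 to 13 *Gla*, *Rgs4* and *Ankrd34c*. In the bicuculline heatmap of Figure 4B, *Klf14*, *Slc35d3*, *Kcnj2*, *Hpse* and *Hunk* are drawn with clear differences between genotypes, and here their log2 fold changes were -0.058, 0.51, -0.10, 0.071 and 0.12, none of them called. *Slc35d3* was called in libraries 10 to 13 alone. *Adcyap1* and *Nptx2* are drawn there with little difference, and here their log2 fold changes were 3.43 and 2.28. The legend of Figure 4B states that genes raised by either treatment are similarly upregulated on deletion of *Lhx6*. Here 10 of 25 genes of the KCl list and 5 of 25 of the bicuculline list changed downward. EdgeR's main fit, with all libraries and no covariate, called none of them. Leaving out mutant library 12, edgeR called *Egr1* of the KCl list lower (-0.60, adjusted p = 0.0394). Leaving out control library 11, it called *Nap1l5* lower.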

Other observations

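Of the tests in this part, the count of splits for the number of called genes, the fit of the genotype calls with the run of library numbers, the count of MGE genes called higher and the weighing of random lists for the bicuculline list were chosen only after the result was seen. Genes the paper does not name and that lie outside Figure 4B were chosen after their values were seen.

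All 35 ways to split the 7 libraries into 4 and 3 were tested as the genotypes were. As many genes as the 954 of the genotypes were called in 2 of the 35 splits, and the same 2 gave as many higher (2) and as many lower (2): the genotypes, and libraries 2, 3 and 5 against 10 to 13, with 1302 genes. No other split called more than 1 gene, and 29 called none. The second split follows the run of library numbers, and with the run in the fit 954 of the 954 genotype calls stayed called in the same direction, which argues against the run as their cause. With Y-linked expression in the fit 732 stayed called, and with GC and length trends removed 930. No excess of calls was detected near *Lhx6*. Of 238 genes within 10 Mb, 3.36% were called, against 4.86% elsewhere (two-sided Fisher's exact test, p = 0.361, and from 0.266 to 0.899 over the alternatives). In some alternatives the share near *Lhx6* was the higher one. A window of 238 genes cannot hold most of the 954 calls, so this does not test linked DNA as their main source. Single genes linked to the null allele stay open. Only 2 genes had 0 counts in every library of one genotype and 10 or more in every library of the other, *Lce1g* and *Gm26920*, against 34 between the runs.

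For the Figure 4B lists, 1 of the 35 splits, the genotypes, called as many upregulated genes of the KCl list, and 1 of the bicuculline list. This count says little, since splits other than the genotypes and the runs called at most 1 gene in all; the run split, which could have differed, called 0 genes of either list higher. By set test, 1 split gave as small a p-value for the bicuculline list and 8 for the KCl list, so the KCl list as a whole does not set the genotypes apart from other splits. The CGE and MGE interneuron lists had 1 such split each. The lists that were not past the threshold had more: 28 for GABAergic neurons (median -0.021, adjusted p = 0.820), 19 for microglia (-0.059, 0.371), 18 for cortical excitatory neurons (-0.094, 0.443), 19 for striatal projection neurons (0.35, 0.0606), 28 for thalamus and hypothalamus (-0.063, 0.820) and 29 for immediate early genes (-0.036, 0.611).

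Both Figure 4B lists separated the genotypes by clustering. Random lists matched on expression also did so in 23.15% of draws for the KCl list and 15.54% for the bicuculline list. Not every list separated the genotypes, but lists with no link to activity did so often, and the separation does not set the Figure 4B lists apart from them. Whether the separation rests on a few strongly changed genes cannot be told apart: without the genes called upregulated, as few as 4 of 7 libraries stayed with their genotype, but those genes were chosen for the difference.

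Counts of *Lhx6* in the *Lhx6*-/- libraries, 70.1 to 76.6, are not explained by reads shared with a near-identical gene, since 1.99% of its 36-base words occur in another gene. Transcripts left by the mutant allele, or reads from a part of the gene that the allele keeps, are hypotheses that counts per gene cannot test.

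Of 14 MGE interneuron markers, 3 were called higher while 8 were called lower: *Cort* (log2 fold change 1.93, adjusted p = 0.00132 from edgeR), *Crhbp* (0.93, 0.00801) and *Tac1* (0.83, 0.0333). Loss of MGE-derived interneurons alone would lower the list throughout, and the 3 genes called higher argue against it as the whole cause. These genes may be expressed in other forebrain cells, or be raised in the cells that remain; bulk counts do not tell these hypotheses apart, and neither was tested. *Tac1* lost its call in 4 leave-one-out fits and with Y-linked expression.

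Immediate early genes as a list showed no difference between genotypes with all libraries and passed the threshold without mutant library 13. Variation between libraries may hide a difference. Their median SD within genotypes was 0.379 on the log2 scale, against 0.149 for expression-matched lists, above all of 10000 such lists (percentile 100). At that spread, the observed difference needed for an unadjusted p of 0.05 in a t-test of a single gene had a median of 0.74. This was the median over the list, and it does not describe edgeR's test or the set test. *Arc* and *Egr1*, which the paper examined by in situ hybridization at P7, had log2 fold changes of -0.075 (adjusted p = 0.937) and -0.30 (adjusted p = 0.482) in P15 forebrain; another age and tissue than the paper's statement on them. *Egr1* was called lower without *Lhx6*-/- library 12.

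Among genes chosen after their values were seen, *Camkk2* fell by 1.02 on the log2 scale (adjusted p = 0.000648 from edgeR). Of the 79 genes of the PCR array in Table S3, which the paper measured in CGE-derived CIs sorted at P7, 9 were called higher and 5 lower in P15 forebrain, another age and tissue. Adjusted over the list alone, 10 were called higher and 10 lower, and with the run covariate, chosen after seeing the data, 12 and 11.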
